# Mitoxantrone-liposome Sensitizes *FLT3-ITD* Acute Myeloid Leukemia to Gilteritinib Treatment

**DOI:** 10.7150/jca.105557

**Published:** 2025-02-28

**Authors:** Shiyi Yuan, Ying Zhou, Yifei Li, Zhe Chen, Wenrui Xiao, Danqing Jiang, Ping Zhang, Ying Zhang, Fengxia Bai, Jianchuan Deng, Shifeng Lou

**Keywords:** acute myloid leukemia (AML), *FLT3-ITD*, gilteritinib, mitoxantrone-liposome, combination therapy, cell cycle

## Abstract

FMS-like tyrosine kinase 3 (*FLT3*) is the most frequently mutated gene in acute myeloid leukemia (AML), and is associated with poor prognosis and a high relapse rate. Gilteritinib, a second-generation FLT3 inhibitor, is an important target drug for treating patients with *FLT3*-internal tandem duplication (ITD) AML, is approved for the treatment of relapsed/refractory *FLT3*-mutant acute myeloid leukemia, although challenges such as drug resistance and reduced potency remain. Herein, mitoxantrone-liposomes sensitized *FLT3-ITD* AML cells to gitretinib both *in vivo* and *in vitro*. RNA-sequencing revealed that combination treatment resulted in specific changes in gene expression as well as predicted the mechanism. Primary AML cells harvested from patients with *FLT3-ITD* AML showed a significant response to combination treatment *in vitro.* Our data suggests a novel and promising therapeutic strategy for patients with *FLT3-ITD* AML and relapsed/refractory FTL3-ITD AML.

## Introduction

Acute myeloid leukemia (AML) is a highly heterogeneous hematologic malignancy characterized by clonal proliferation of myeloid cells, and is a common type of adult leukemia 1,2. In 2022, the American Cancer Society estimated that 59,620 new cases of leukemia would be diagnosed in the United States in 2023, with an estimated 23,710 leukemia-related deaths. Historically, this disease has had poor outcomes, with only 40% of young (≤60 years) patients surviving for >5 years 2-4. Mutations in the FMS-like tyrosine kinase 3 (*FLT3*) gene account for approximately 30% of AML cases, and internal tandem duplication (ITD) is the most common type of *FLT3* mutation observed in approximately 25% of those with AML 5. *FLT3* is a transmembrane ligand-activated receptor tyrosine kinase normally expressed in hematopoietic stem and progenitor cells 5. *FLT3* plays an important role in the early stages of myeloid and lymphoid development by promoting cell survival, proliferation, and differentiation through the Phosphatidylinositol-3-kinase (PI3K), RAS, Transcription factor 5 (STAT5), and protein kinase B (AKT) signaling pathways 6. Patients with *FLT3-ITD* mutated AML have a high burden of leukemia and poor prognosis 7. Gilteritinib, a second-generation TKI inhibitor of *FLT3*, cleared the phase 3 clinical trials, was approved for AML therapy, and is widely used in clinical practice 8. It is clinically active against both the inactive and active conformational states of the *FLT3* kinase domain 9. However, a drawback of gilteritinib as a single-agent drug for treatment is the development of acquired drug resistance, involving the reactivation of the PI3K/AKT and/or RAS/MEK/mitogen-activated protein kinase pathways and the continuous expression of *FLT3*-mediated cell transformation-related genes, which increase susceptibility to drug resistance 10, 34. Therefore, while treating *FLT3-ITD* AML, a combination chemotherapy regimen should be administered to reduce resistance.

Mitoxantrone belongs to the anthracycline class of antitumor drugs and is a potent inhibitor of type IIA topoisomerase in tumor cells 11. Owing to its topoisomerase II-mediated mechanism of DNA damage in tumor cells, mitoxantrone has broad antitumor effects 12. Previous studies have identified multiple regulatory mechanisms between mitoxantrone activity and the phosphokinase triodide/protein kinase B/AKT pathway 13,14. Mitoxantrone has been shown to be effective in treating lymphoma and AML alone and in combination with antimetabolic drugs. However, it has some obvious adverse effects resulting in decreased use, especially in older adults with leukemia 15,16.

In this study, we first measured the therapeutic efficacy of mitoxantrone-liposomes in leukemia cell lines and primary AML cells and compared them with those of mitoxantrone *in vitro* and *in vivo*. Mitoxantrone-liposomes were more effective than mitoxantrone, especially in *FLT3-ITD* mutated AML cells and patients. Thus, our data demonstrated that a combination of gilteritinib and mitoxantrone-liposomes enhanced apoptosis and shortened DNA replication (S phase) compared to a single-drug treatment *in vitro* and *in vivo.* In addition, we performed RNA-sequencing (RNA-seq) in MV4-11 cells after 24 h of combination therapy and found that it significantly altered gene expression and decreased drug resistance compared to single drugs. Mechanistically, combination therapy upregulated the expression of genes downstream of p53 signaling and downregulated phosphorylated cyclin dependent kinase inhibitor 1A (CDKN1A) (p21). Combination therapy in the *FlT3-ITD* AML xenograft model resulted in prolonged survival and reduced leukemia burden compared with single drugs. Our study provides a novel high-performance-to-price-ratio combination therapy for clinical treatment of *FLT3-ITD* AML.

## Materials and methods

### Drugs

Gilteritinib (ASP2215), Mitoxantrone (T6588) and Phosphorylation P21 inhibitor (UC2288) (C001) were purchased from Topscience (TargetMpi, Shanghai, China). Stock solutions in dimethyl sulfoxide (DMSO) (Solarbio science and Technology, Beijing, China) were stored at -20°C.

### Cell cultures

The human leukemia cell lines, including THP-1, HL-60, K562, MOLM13, and MV4-11 were purchased from Shanghai Biyuntian Biotechnology Co. Ltd. (Shanghai, China). All cell lines were cultured in Rosewell Park Memorial Institute (RPMI) 1640 medium supplemented with 10% fetal bovine serum, 2 mmol/L L-glutamine, 100 U/mL penicillin and 100 mg/mL streptomycin, and incubated in a humidified 5% CO2/95% air environment at 37 °C. All the cell lines were routinely tested for mycoplasma.

### Clinical samples

*FLT3-ITD* AML samples were obtained from patients treated at The Second Affiliated Hospital of Chongqing Medical University. Normal peripheral blood mononuclear cells (PBMCs) from healthy donors were collected from the hospital at Chongqing Medical University with informed consent, and in accordance with the Declaration of Helsinki. Patient information is listed in Supplementary Table S2 and Table S3. Mononuclear cells were extracted from samples according to the Ficoll-Hypaque density centrifugation method. After extraction, erythrocytes were lysed and mixed, centrifuged again, washed with PBS, and cultured in 1640 medium plus 20% FBS, ITS Solution (Sigma-Aldrich, St Louis, MO, USA) and 20% supernatant of the 5637 bladder cancer cell line 17-19.

### Synergistic effect *in vitro* cell assay

The cells were seeded at a concentration of 0.2 × 10^5^ in 96-well plates and cultured at 37 °C with 5% CO2 and 95% humidity. The cells were treated with increasing concentration of gilteritinib and/or mitoxantrone-liposome. DMSO as used to treat cells in the blank control group. The Cell Counting Kit-8 (CCK-8) solution was added to each well 24 h post-treatment and the absorbance of the cells was measured at 450 nm using a multimode microplate reader (Molecular Devices, San Hose, CA, USA). The IC_50_ of the drug was obtained by calculating the cell survival rate at different drug concentrations using the following formula: Drug synergy was evaluated using a combination index (CI) equation based on the Chou-Talalay multiple-drug effect equation. The extent and direction of the anti-leukemic interaction between the two agents were determined by calculating the CI using CompuSyn software (ComboSyn Inc., Paramus, NJ, USA), where CI <1, CI =1, and CI >1 indicated synergistic, additive, and antagonistic effects, respectively 20,21.

### Real time-quantitative polymerase chain reaction (RT-qPCR)

Total RNA was extracted from the cells using TRIzol® reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's instructions. Complementary DNA (cDNA) was synthesized using a PrimeScriptTM RT Master Mix Kit (TaKaRa, Dalian, China). Real time PCR analysis was performed using SYBR® Premix Ex Taq (Tli RNase H Plus) (TaKaRa). Gene expression was normalized to that of the housekeeping control, GAPDH or β-actin. The amplification primers are shown in Supplementary Table S4.

### Cell proliferation, apoptosis, cell cycle, and flow cytometric analyses

Cell proliferation assays were performed using cell counter. The single-cell suspension was prepared by washing the cells with PBS, adding an appropriate amount of 1640 medium, and gently remixing the cells. The cell suspension, comprising approximately 10 μL, was aspirate the cell suspension and added to the counting plate, which was then placed in the automatic counter for counting for 1-2 minutes until the cells had settled. The apoptotic rate was confirmed by flow cytometry using an Annexin V-FITC/PI apoptosis detection kit (4A Biotech Co. Ltd., China). Cell cycle analysis was performed by flow cytometry using the Cell Cycle Analysis Kit (MultiSciences Biotech Co. Ltd., China).

### Western blot

The cells were lysed in the presence of protease and phosphatase inhibitors (Ovibion, China), and the whole-cell lysates were subjected to sodium dodecyl sulfate (SDS)-polyacrylamide gel electrophoresis. The proteins were then transferred to polyvinylidene difluoride membranes (0.45 μM, Merk Millipore Ltd., Tullagreen, Carrigtwohill, Co. Cork Ireland) and westen blot with antibodies against *FLT3* (ab245116; Abcam, Cambridge, MA, USA), AKT (ab8805; Abcam), p21 (AF6290), P-p21 (DF4570), CDK2 (AF6237), PI3K (tyr458), CyclinA (AF0142; Affinity Biosciences, Zhenjiang, Jiangsu, China), p53 (9286; Cell signaling Technology, Danvers, MA, USA), β-actin (66009-1-Ig; Proteintech, Rosemont, IL, USA). Western blotting was repeated at least three times, and a representative blot is shown.

### RNA-sequencing (RNA-seq) analysis

Total RNA was isolated from the single/combination drug and control MV4-11 cells using the TRIzol® Reagent. RNA-seq analysis was performed at Shanghai Tissuebank Diagnostics Co. Ltd. (China) (Supplementary information).

### AML xenograft model and treatment

NOD. Cg-Prkdcscid IL2 rgtm1Wjl/ SzJ (NSG) mice (weighing 20 g) were purchased from Vital River (Beijing, China) and maintained at the animal experimental center of the Chongqing Medical University. For *in vivo* experiments, the mice were injected via the caudal vein with 1 × 10^7^ MV4-11 cells. After seven days, the animals were randomized into the following treatment groups: vehicle (DMSO), mitoxantrone (5 mg/kg, day 7 injection), and mitoxantrone-liposome (5 mg/kg, day 7 injection). After day 21, the mice were euthanized and the leukemia burden, spleen size, and body weight were assessed. During treatment, the drug concentration in the BM and peripheral blood of the AML xenograft model mice were measured at 24 h, 72 h, and 1 week (Supplementary Figure S1). In another experiment, animals were randomized into four groups: vehicle (DMSO), mitoxantrone-liposome (5 mg/kg, day 1 injection), gilteritinib (30 mg/kg, 28 consecutive days, orally), and a combination of both drugs. After treatment, the leukemic burden, spleen size, and body weights of the mice were assessed. For analysis of survival, treatment was initiated on day 7 post-transplantation in the same manner as in the previous ah, and observation continued until day 120. All mouse experiments were approved by the Animal Ethics Association of the Chongqing Medical University.

### Statistical analysis

Statistical analyses were performed as indicated using R language (version 3.5.2) or GraphPad Prism (version 8.0.0). Two-sample t-tests were used to compare two groups. Survival curves were constructed using the Kaplan-Meier method. Survival data were evaluated by univariate and multivariate Cox regression analyses. Bioinformatic approaches of Gene Ontology (GO) analysis, Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis, and Gene set enrichment analysis (GSEA) were performed using the OmicStudio tools (https://www.omicstudio.cn/tool). P < 0.05 was considered statistically significant.

## Results

### Mitoxantrone-liposomes efficiently inhibit AML cells, particularly *FLT3-ITD* mutated AML cells, *in vivo* and *in vitro*

We first compared the therapeutic effects of mitoxantrone-liposomes and mitoxantrone on leukemia cell lines Thp-1, K562, HL-60, MV4-11, and MOLM13. Cell proliferation assay revealed that mitoxantrone-liposomes exhibited a significantly higher therapeutic effect in *FLT3-ITD* AML cell lines than mitoxantrone (Fig. 1a-e). Compared to mitoxantrone alone, flow cytometry analysis of apoptosis and the cell cycle after 24 h of treatment revealed a markedly greater effect in MV4-11 and MOLM13 cells (Fig. 1f-j, Fig. 1k-o and Fig. S1i-j). AML xenograft mouse models were established and randomly divided into two groups (n = 15 per group). Seven days after model generation, the mice were injected with mitoxantrone-liposomes or mitoxantrone. Mitoxantrone concentrations in the bone marrow (BM) and peripheral blood of the two groups were measured at 24 h, 72 h, and 1 week. The results showed that the concentration of mitoxantrone-liposomes in the BM and peripheral blood was higher than that of mitoxantrone (Fig. S1a-h). In a separate experiment, AML xenograft mouse models were established, and the mice were randomly divided into three groups (n = 5 per group) (Fig. 2a). The body weight of mice in the mitoxantrone-liposomes treatment group was higher than that of mice in the mitoxantrone group (Fig. 2d, Fig. S6). Herein, the expression of human CD45 (hCD45) in the BM of AML xenograft model mice was used as an indicator of the leukemic burden. The hCD45 levels in AML xenograft model mice were sacrificed 14 d post-treatment were assessed using flow cytometry (Fig. 2c). The results indicated an obvious anti-leukemic effect of mitoxantrone-liposomes compared to mitoxantrone. Spleen size in the mitoxantrone-liposomes-treated group was smaller than that in the mitoxantrone-treated group (Fig. 2b). In another experiment, the AML xenograft mouse model was established, the mice were randomly divided into three groups (n = 5 per group), and the survival of mice in the three treatment groups was assessed (Fig. 2e). The results revealed that mitoxantrone-liposomes had a significantly stronger antileukemic effect, especially in *FLT3-ITD* AML cell lines, and showed better efficacy and safety than mitoxantrone.

### Combination of mitoxantrone-liposomes and gilteritinib exert synergistic effect against* FLT3-ITD* AML cell lines *in vitro*

We examined the effect of combination treatment on *FLT3* wild-type AML (THP-1, HL-60, and K562) and *FLT3-ITD* mutant AML cell lines (MOLM13 and MV4-11). We first determined the FLT3 and AKT protein levels in luekemia cell lines before mitoxantrone-liposomes treatment (Fig. 3a), then determined the FLT3 protein levels in the leukemia cell lines 12 h post-treatment with mitoxantrone-liposomes (Fig. 3b). Consequently, the results showed lower expression levels of the protein in THP-1, HL-60, and K562 cells compared to that in MOLM13 and MV4-11 cells (Fig. 3a-b). We first verified the effect of gilteritinib on THP-1, HL-60, K562, MOLM13, MV4-11, and *FLT3*-ITD AML Patient cells (Fig. 4a). MOLM13 and MV4-11 *FLT 3-ITD* mutant cell lines were used in this study. MOLM13 and MV4-11 showed greater synergistic effects than THP-1, K562, and HL-60 cells (Table S1). Drug Dose and Effect Curve Results Indicated Superiority of Combination Therapy Over Monotherapy (Fig. 4b-c). CCK8 was evaluated to assess the proliferation of MOLM13, MV4-11 after combination therapy and monotherapy, and the results suggested that the combination therapy led to a decrease in the proliferation of tumor cells (Fig. 5a-b). Based on the synergistic effect of combination treatment, we assessed annexin V-positive cells and cell cycle in MV4-11 and MOLM13 cells (Fig. 5d-f, Fig. 5g-h, Fig. S2, Fig. S3), using flow cytometry, after 24 h of combined treatment compared to treatment with single drugs or dimethylsulfoxide (DMSO). The results suggested that combined treatment increased apoptosis and decreased the S phase. Morphological changes in *FLT3-ITD* AML cells were identified using Swiss staining (Fig. 6a-b). Thus, combination therapy with mitoxantrone-liposomes and gilteritinib promoted apoptosis of leukemia cells and reduced DNA replication in the S phase.

### Combined treatment with gilteritinib and mitoxantrone-liposomes suppress primary *Flt3-ITD* AML cells *in vitro*

In the present study, we collected BM samples from patients with *FLT3-ITD* AML and extracted mononuclear cells for further experiments. First, we compared AKT protein expression in samples from patients with *FLT3-ITD* AML pre- and post-treatment with mitoxantrone-liposomes, and found increased expression of the AKT protein post-treatment (Fig. 3c-d). We then determined the half-maximal inhibitory concentration of the specific and potent FLT3 inhibitor, gilteritinib, in human *FLT3-ITD* leukemia cell lines after 24 h of treatment (Fig. 4a). Drug Dose and Effect Curve Results Indicated Superiority of Combination Therapy Over Monotherapy (Fig. 4d). Proliferation was measured after drug treatment for 24 h (Fig. 5c). Flow cytometry was performed to detect apoptosis and cell cycle progression, which showed that apoptosis was significantly increased in these cells compared to cells treated with monotherapy and DMSO (Fig. 5f), and the S phase was significantly shortened (Fig. 5i). These data indicate that combination treatment increased apoptosis and decreased the S phase compared to single-drug treatment in cells from patients with *FLT3-ITD* AML. Morphological changes in these cells were identified using Swiss staining (Fig. 6c), and the underlying mechanism was verified using RNA-seq. Patient information is shown in supplementary (Table S2, Table S3).

### Gilteritinib and mitoxantrone-liposomes synergistically activate p53 pathway, enhance p21 phosphorylation, and decrease cyclin A/CDK2 expression

The combination of gilteritinib and mitoxantrone-liposomes produced a significant synergistic effect on *FLT3-ITD* AML cells (Table S1). 

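MV4-11 is a human acute myeloid leukemia cell line that carries FLT3-ITD. The cells were treated for 24 h with 20 nM mitoxantrone-liposome (Mito-Lipo), 25 nM gilteritinib, a combination of 20 nM mitoxantrone-liposome and 20 nM gilteritinib (Com), or DMSO. The sample labels name the first drug mitoxantrone, and the name used in the paper is kept here. Each condition had 3 libraries, 12 in all. The authors deposited 1 table of FPKM, the fragments per kilobase of gene scaled to the mapped total of the library, with no further scaling between libraries stated. Sequencing depth was recovered from the FPKM steps that single fragments make, and lay between 31725018 fragments in Mito-Lipo replicate 2 and 41330657 in Gilteritinib replicate 1. RN7SL1, a small cytoplasmic RNA, had the highest FPKM in each of the 12 libraries.

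The values were analysed as log2(FPKM + 1) for the 18574 genes with an FPKM of at least 1 in at least 3 libraries. Differences between conditions were tested with limma (moderated test with a mean-variance trend, 1 mean per condition over all 12 libraries), with Benjamini-Hochberg adjustment over all genes tested. Gene lists were tested with limma's camera at a preset correlation between genes of 0.01. Libraries separated by replicate number more than by treatment. The first principal component held 41.9% of the variance and placed the replicate 1 library of every condition apart from replicates 2 and 3. Replicate 1 differed from replicates 2 and 3 in 7355 genes with an adjusted p under 0.05 from limma, 4991 higher and 2364 lower.

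**Figure D1:**
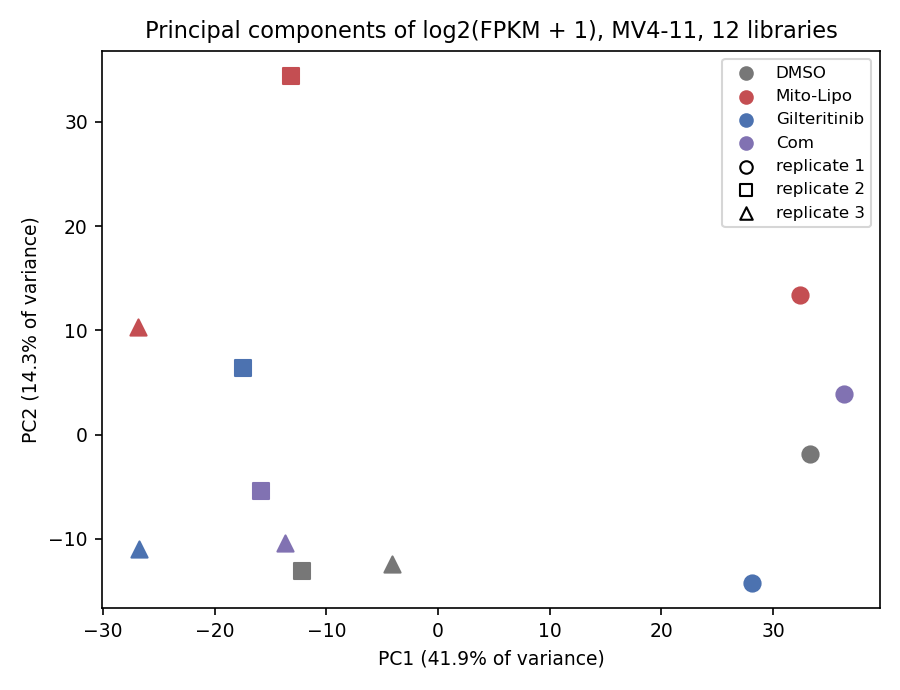
Principal components of log2(FPKM + 1), with the first component on the x axis (41.9% of the variance), the second on the y axis (14.3%), 1 point per library, color for the condition and shape for the replicate number. The 4 replicate 1 libraries lie at 28.1 or above on the first component and the 8 other libraries at -4.1 or below.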

To examine the mechanism underlying the synergistic effects of the combination therapy, we performed RNA-seq analysis in MV4-11 cells and compared the changes in the combination treatment with those of single drug or DMSO treatment. Gene set enrichment analysis showed that the genes changes between drug treatments (Fig. 7a-b), and that the PI3K-AKT / P53 / Cell cycle may be the mechanism of the synergistic therapeutic effect by the Kyoto encyclopedia of genes and genomes analysis (Fig. 7c, Fig. S8).

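Lists of genes for these pathways were written from general knowledge before the values were seen, because the gene sets behind Fig. 7c were not analysed here. For each list, camera's p-value was adjusted over 8 lists and 5 comparisons, 40 tests in all. In Com against DMSO, the p53 signaling list rose (60 genes tested, 40 of them higher, median log2 fold change 0.06, adjusted p = 0.000431 from camera). A list of p53 target genes rose further, by a median of 0.19 (56 of 64 genes higher, adjusted p = 2.08e-13 from camera). The PI3K-Akt list rose by a median of 0.02 (103 of 169 genes higher, adjusted p = 0.0239 from camera). The cell cycle list had a median of -0.04 (76 of 113 genes lower), which did not pass the threshold (adjusted p = 0.182 from camera). The DNA replication list had a median of -0.06 (26 of 34 genes lower, adjusted p = 0.0698 from camera), and with the replicate number as a block its adjusted p was 0.00945. By replicate number its median was -0.14, -0.03 and 0. Without Com replicate 1 it was higher in Com (adjusted p = 0.0233 from camera). That fit keeps DMSO replicate 1, and the list was lower in replicate 1. With replicates 2 and 3 only, chosen after seeing the data, its median was -0.02 (adjusted p = 0.991 from camera). No single gene of these 5 lists had an adjusted p under 0.05 in Com against DMSO from limma, adjusted over the list alone or over all genes tested. At an unadjusted p under 0.05, the p53 signaling list held 3 higher genes and the p53 target list 4, with none lower in either.

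The rise of the p53 target genes lay mostly in replicate number 1. By replicate number, the median log2 fold change of Com against DMSO was 0.44, 0.06 and 0.08, and that of Mito-Lipo against DMSO was 0.49, 0.07 and 0.03. Without Com replicate 1 the median in Com was 0.07. The 3 p53 targets with the smallest adjusted p in Com against DMSO were PLK3, BTG2 and PLK2. BTG2 had an FPKM of 18.7 ± 4.43 (SD, n = 3) in Com and 11.9 ± 2.48 in DMSO, but 37.1 ± 10.3 in Mito-Lipo.

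Mito-Lipo alone lowered the cell cycle list by a median log2 fold change of -0.12 (87 of 113 genes lower, adjusted p = 6.36e-13 from camera) and the DNA replication list by -0.22 (32 of 34 genes lower, adjusted p = 6.89e-16 from camera). It raised the p53 target list by 0.21 (56 of 64 genes higher, adjusted p = 1.97e-06 from camera), but without Mito-Lipo replicate 1 that median was 0.03 and the adjusted p was 0.0774. The p53 signaling list (adjusted p = 0.794 from camera) and the PI3K-Akt list (0.56) did not pass the threshold with Mito-Lipo alone. Com lay above Mito-Lipo alone in the cell cycle list (median 0.10, 88 of 113 genes higher, adjusted p = 7.06e-13 from camera), the DNA replication list (0.16, 30 of 34 genes, adjusted p = 3.81e-15) and the p53 signaling list (0.05, 38 of 60 genes, adjusted p = 0.00352), and did not differ from it in the p53 target list (adjusted p = 0.998) or the PI3K-Akt list (0.422).

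The preset correlation moved these tests most. Of the 40 tests, 2 passed the threshold with the correlation estimated from the residuals, the cell cycle list in Mito-Lipo against DMSO and in Com against Mito-Lipo (adjusted p = 0.0139 each from camera). With fry, a rotation test, 3 passed, namely the cell cycle list in Mito-Lipo against DMSO (adjusted p = 0.0186) and in Com against Mito-Lipo (0.0458) and the DNA replication list in Mito-Lipo against DMSO (0.0458). No list passed the threshold in Com against DMSO under either. Both were run without the replicate block, so the replicate 1 shift stayed in the residuals they use. A failure there cannot tell a weak change from that shift. From the pathways enriched among the changed genes (Fig. 7c), the paper proposes PI3K-AKT, p53 and the cell cycle as a possible mechanism of the synergy.

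**Figure D2:**
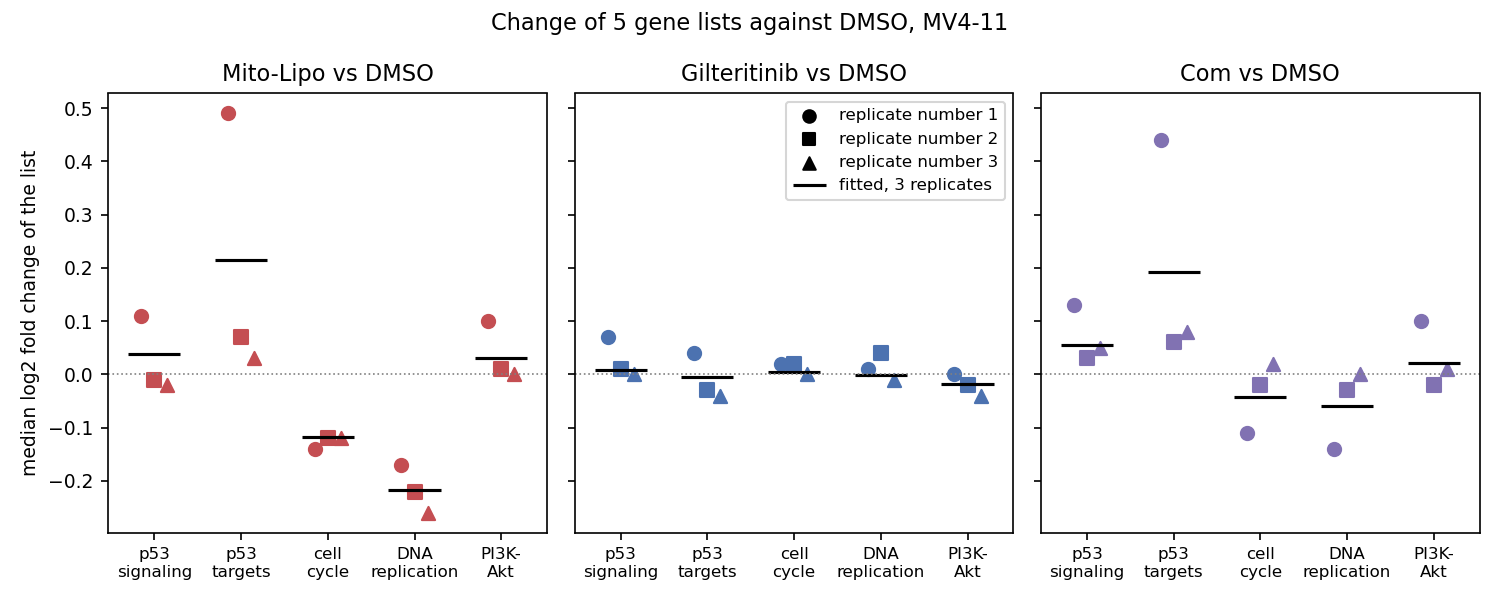
Median log2 fold change against DMSO (y axis) of the genes of 5 lists (x axis), in 1 panel per treatment, with a point per replicate number and a line for the fit over all 3. The p53 targets at replicate number 1 stand at 0.49 with Mito-Lipo and 0.44 with Com, and at the other numbers at 0.08 or below.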

The combination treatment may activate the p53 pathway, increased p21 phosphorylation, and decreased AKT levels (Fig. 8a). To further examine the mechanism underlying the combination therapeutic effect, we evaluated the mRNA expression of p53 and AKT following combination treatment and found that the expression of p53 increased, whereas that of AKT decreased (Fig. 8b-d). Western blotting was used to evaluate the p53 protein levels in the monotherapy and combination therapy groups (Fig. 9a-c). P53 protein levels were significantly higher in the combination therapy group than in the monotherapy group, indicating that combination therapy enhanced the activation of the p53 pathway. Simultaneously, we analyzed changes in the level of P-p21 (Thr145) protein, which is downstream of p53, and found that its level was significantly lower in the combination drug group than that in the other groups (Fig. 9a-c, Fig. S4). Subsequently, using the p21 inhibitor (UC2288), we evaluated whether targeting the p53 pathway or CDKs alters the mRNA expression of *CDK2* (Fig. 10a-c) and the cyclin A/CDK2 and P-p21 protein expression in *FLT3-ITD* AML (Fig. 10d-f, Fig. S5). The results showed that the protein levels of P-p21 (Thr145) and cyclin A/CDK2 increased in *FLT3-ITD* AML cells. These data demonstrate that a combination of mechanisms occur in the treated cells (Fig. 8a).

### Mitoxantrone-liposomes and gilteritinib synergistically exert powerful anti-leukemic activity in an *FLT3*-ITD AML xenograft model

Furthermore, we examined the therapeutic potential of mitoxantrone-liposomes in combination with gilteritinib *in vivo*. First, we assessed the effect of these drugs on leukemic burden in an *FLT3-ITD* AML xenograft model. MV4-11 cells were transplanted into NSG mice via tail vein injection, and the animals were randomly divided into four groups (n = 5) that received mitoxantrone-liposomes, gilteritinib, combination, or DMSO treatment (Fig. 11a). Treatment was started 7 days after transplantation, and the animals were euthanized on the 36^th^ day.

Assessment of hCD45 expression in the BM of mice from the four groups revealed the following expression pattern: DMSO, 60.44%; mitoxantrone-liposomes, 12.20%; gilteritinib, 8.254%; combination, 2.345%; p <0.05 for combination vs other groups) (Fig. 11c). We also measured spleen size (Fig. 11c) and recorded body weights (Fig. 11b, Fig. S7). Then, we assessed the survival time of the *FLT3-ITD* AML xenograft model mice until 120 d post-treatment. The results showed that combination treatment significantly prolonged the survival time of the *FLT3-ITD* AML xenograft model mice (hazard ratios for death and 95% confidence intervals: combination vs gilteritinib, 0.466-4.132 and 0.242 - 2.142; combination vs mitoxantrone-liposome, 0.5698 - 6.649 and 0.1504 - 1.755; combination vs DMSO, 0.9884 - 9.813 and 0.1019 - 1.012) (Fig. 11e).

In summary, our data demonstrate that the combination of gilteritinib and mitoxantrone-liposomes substantially improves the survival of *FLT3-ITD* AML xenograft model mice compared to a single-drug or DMSO treatment and supports the clinical application of this therapeutic option as a novel approach for leukemia treatment.

## Discussion

Intensive chemotherapy remains the primary treatment for AML. However, relapse after chemotherapy remains a common problem 22. Currently, *FLT3* mutations account for a large proportion of both early and late AML diagnoses and relapsed or refractory AML 23-26. FLT3 inhibitors have been shown to increase the survival rates in de novo and in relapsed or refractory AML 23-26. However, emerging resistance mutations have been reported as a reason for FLT3 inhibition resistance; *FLT3* mutations do not exist in the AML primary clone, thus, they are not harmed by the FLT3 inhibitors 25,26. Due to its heterogeneity, single-drug treatment is ineffective in treating *FLT3-ITD* AML 27. In the past, *FLT3-ITD* AML treatment was primarily based on the "3+7" model, and the recurrence rate was higher 22.

In this study, we discovered that mitoxantrone-liposome and gilteritinib synergistically eradicated *FLT3-ITD* AML cells both *in vivo* and *in vitro*. A previous study reported that mitoxantrone may activate the* AKT* pathway in tumor cells during treatment, promoting drug resistance in tumor cells, thereby affecting the positive outcome of this treatment 28,29. However, in this study, RNA-seq results revealed that the combination drugs treatment inhibited AKT activation due to the therapeutic effects of gilteritinib 30,31. 

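AKT1 lies on chromosome 14 (104769349 to 104795751) and AKT2 on chromosome 19 (40230317 to 40285536). Positions are those of GENCODE release 29 on GRCh38, matched by Ensembl identifier, since the paper's text names no genome build. FPKM measures the amount of RNA, not the activity of the proteins. AKT1 had an FPKM of 16.5 ± 0.138 (SD, n = 3) in Com, 17.1 ± 2.31 in Gilteritinib, 17.96 ± 0.829 in Mito-Lipo and 18.7 ± 0.237 in DMSO. In Com against DMSO its log2 fold change was -0.18 (standard error 0.09, adjusted p = 1 from limma), with the 3 Com libraries below the 3 DMSO libraries, an arrangement that chance gives to 10% of genes in either direction. Of its 12 values, 4 (1 in Gilteritinib, 2 in Com and 1 in DMSO) are no whole number of fragments at the gene length that fits the other libraries. Com and Gilteritinib differed in AKT1 by -0.04 (standard error 0.09, adjusted p = 1 from limma), and without Gilteritinib replicate 2 this was 0.06. AKT2 did not differ (log2 fold change of Com against DMSO 0.01, standard error 0.07, adjusted p = 1 from limma) at an FPKM of 28.1 ± 1.12 in Com and 27.8 ± 0.8 in DMSO. The PI3K-Akt list in Gilteritinib against DMSO had a median log2 fold change of -0.02 (100 of 169 genes lower, adjusted p = 0.769 from camera).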

Simultaneously, RNA-seq revealed that combination treatment also inhibited early resistance to gilteritinib 32. These findings are interesting and warrant further research. 

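Com and Gilteritinib alone differed in no gene with an adjusted p under 0.05 from limma, and in 303 genes at an unadjusted p under 0.05, 149 higher and 154 lower in Com. Gilteritinib was given at 20 nM in the combination and at 25 nM alone. The p53 target list was higher in Com by a median log2 fold change of 0.19 (59 of 64 genes higher, adjusted p = 9.03e-11 from camera), or 0.05 without Com replicate 1. The cell cycle list was lower by a median of -0.04 (77 of 113 genes, adjusted p = 0.000803 from camera), and without Com replicate 1 its adjusted p was 0.845. The DNA replication list was lower by -0.07 (28 of 34 genes, adjusted p = 0.000231 from camera), and without Com replicate 1 its median was 0.01. These fits without Com replicate 1 keep Gilteritinib replicate 1 and so mix in the replicate 1 shift. By replicate number the medians were 0.39, 0.08 and 0.12 for the p53 targets and -0.1, -0.03 and 0.02 for the cell cycle. For DNA replication they were -0.14, -0.07 and 0.01. The p53 signaling list (median 0.03, 38 of 60 genes higher, adjusted p = 0.172 from camera) and the PI3K-Akt list (0.04, 112 of 169 genes higher, adjusted p = 0.0623) did not pass the threshold, but did with the replicate number as a block (adjusted p = 0.0308 and 0.0454). None of the 5 lists passed it with an estimated correlation or with fry, both run without the replicate block. FLT3 itself (chromosome 13, 28003274 to 28100592) had an FPKM of 161 ± 6.79 (SD, n = 3) in Com and 156 ± 3.61 in Gilteritinib, a log2 fold change of 0.05 (standard error 0.11, adjusted p = 1 from limma). A list of 24 tested genes that FLT3 signaling raises did not pass the threshold in Com against DMSO (median log2 fold change -0.02, 15 genes lower, adjusted p = 0.736 from camera) or in Gilteritinib against DMSO (-0.06, 14 genes lower, adjusted p = 0.636).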

Several studies are currently focused on the combination treatment with FLT3-inhibitor in *FLT3-ITD* AML; metformin exhibits a striking synergistic effect with gilteritinib in treating *FLT3-ITD* AML 33. The combination of FLT3 inhibitors with venetoclax is effective *in vitro* and* in vivo* against multiple models of FLT3-ITD-driven AML 34. Azacitidine plus venetoclax is the standard of care for patients with newly diagnosed AML who are unfit for intensive chemotherapy 34,35, and the study is currently in the experimental clinical phase II. Therefore, our study on mitoxantrone-liposomes combined with gilteritinib provides a new therapeutic strategy for treating *FLT3-ITD* AML.

In this study, anthracyclines reduce the side effects of cardiotoxicity by packaging liposomes. The side effects of mitoxantrone-liposomes were demonstrated *in vivo* by comparing the body weights and survival rates of mice post-drug treatment. This study may also suggest benefits from this new treatment regimen for older patients with AML and *FLT3-ITD* mutations. However, this study has some limitations. The effect time of mitoxantrone-liposomes in mice was longer than that of the drug without liposomes. Therefore, the change in the drug's half-life period when applied *in vivo* is closely related to the dose, and it is necessary to conduct *in vivo* or clinical experiments to find a suitable drug dose and administration frequency for patients with *FLT3-ITD* / *FLT3-ITD* relapsed or refractory AML. We are currently enrolling older patients with AML for this clinical study, and the results will be reported upon study completion.

In summary, our data suggest that mitoxantrone-liposome sensitizes *FLT3-ITD* AML cell lines and patients with *FLT3-ITD* AML primary samples to gilteritinib. These effects are exerted by multiple complementary mechanisms involving the modulation of p21 protein levels, inactivation of the PI3K/AKT pathway, and activation of the p53/p21 pathway 36,37, leading to synergistic anti-leukemic activity against *FLT3-ITD* AML. Our study provides a treatment option with high efficacy, low cost, and minimal side effects for patients with *FLT3-ITD* AML and maybe shows a survival advantage for FLT3-combination therapy in patients with *FLT3-ITD* R/R AML. Nevertheless, in future investigations, we intend to perform clinical studies to further corroborate our findings.

## Supplementary Material

Supplementary materials and methods, figures and tables.

## Figures and Tables

**Figure 1:**
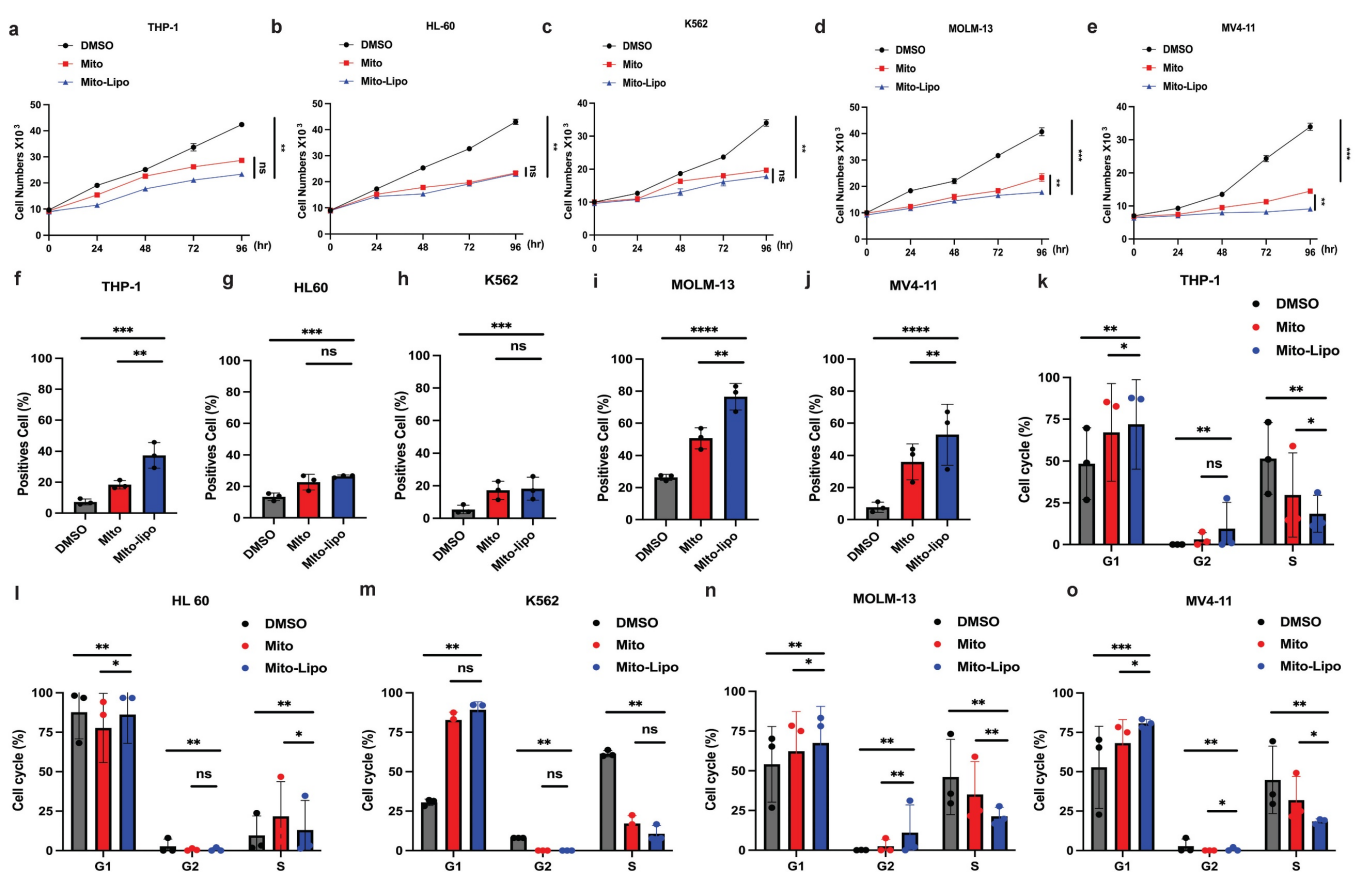
** Mitoxantrone-liposomes efficiently inhibit AML cells, particularly *FLT3-ITD* mutated AML cells, *in vivo* and *in vitro*. a-e.** Cell proliferation was measured at different time points (0, 24, 48, 72, 96h) in THP-1, HL-60, K562, MV4-11, MOLM13 cells after treatment (mitoxantrone-liposome 20 nM and mitoxantrone treatment 20 nM). **f-j.** Flow cytometry (representative images are presented in Fig. S1-i) was used to confirm the apoptosis by treatment in THP-1, HL-60, K562, MOLM13, MV4-11 (mitoxantrone-liposome 20 nM and mitoxantrone treatment 20 nM). k-o. Flow cytometry (representative images are presented in Fig. S1-j) was used to analyze the cell cycle in THP-1, HL-60, K562, MOLM13, MV4-11 (mitoxantrone-liposome 20 nM and mitoxantrone treatment 20 nM). (Mito: mitoxantrone, Mito-Lipo: mitoxantrone-liposome).

**Figure 2:**
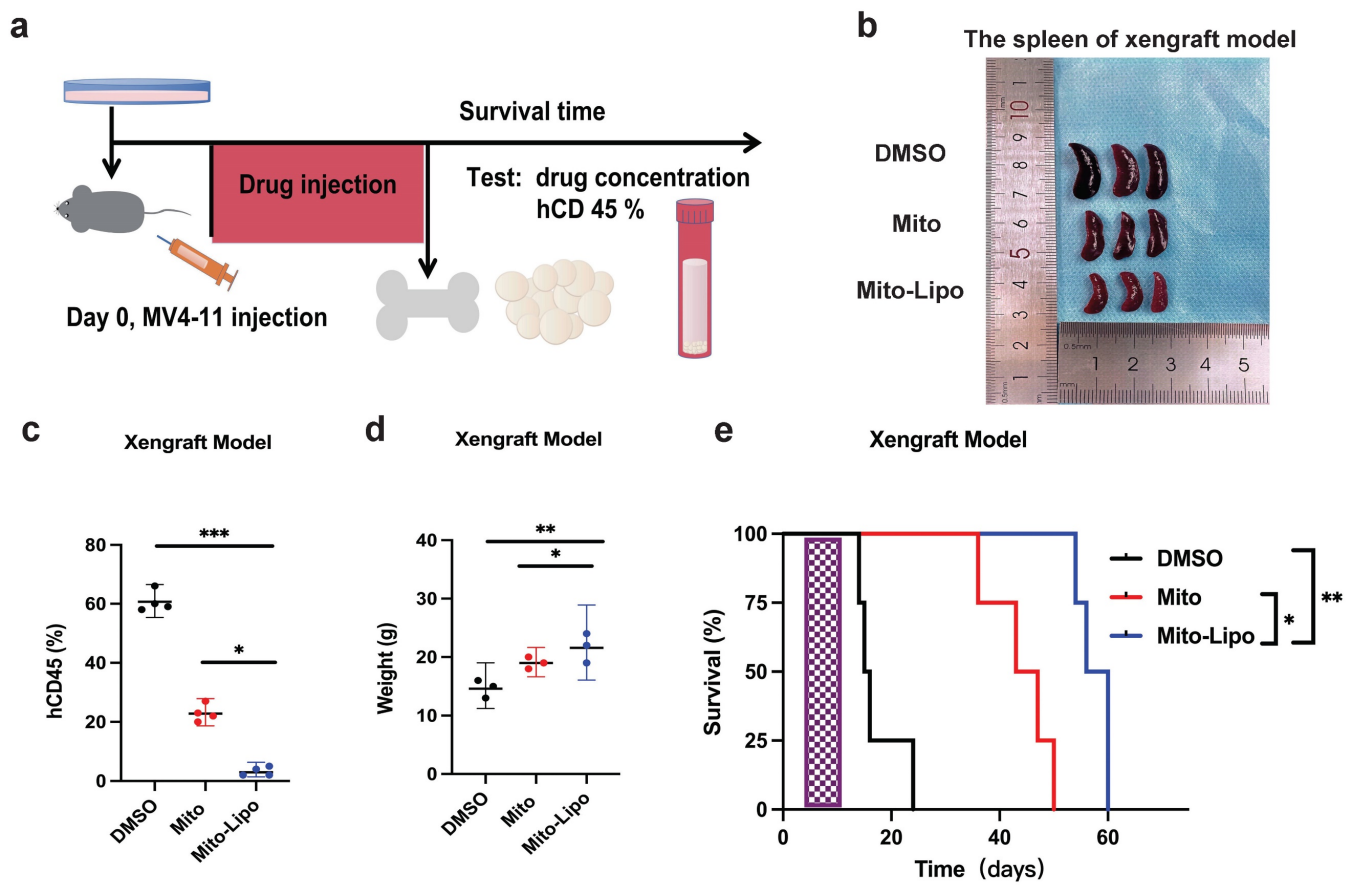
** Mitoxantrone compared the efficacy of mitoxantrone-liposome *in vivo*. a.** Flow chart of experimental therapy in AML xenograft model. **b.** Experimental set up for the treatment of MV4-11 xenograft mice, percentage of hCD45 cells in the BM of leukemic mice after treatment with DMSO, Mitoxantrone (5 mg/kg, Day 7 for injection), mitoxantrone-liposome (5 mg/kg Day 7 for injection). **c.** The sizes of spleens were measured at the end of the study. **d.** The body weights of the MV4-11 xenograft leukemic xenograft mice were measured before euthanasia. **e.** Kaplan-Meier survival analysis of MV4-11 xenograft mice treated with DMSO, mitoxantrone (5 mg/kg, Day 7 for injection), mitoxantrone-liposome (5 mg/kg, Day 7 for injection). The log-rank (Mantel-Cox) test was used to calculate the P-values. *P < 0.05; **P < 0.01; ***P < 0.001. (Mito: Mitoxantrone, Mito-Lipo: Mitoxantrone-liposome).

**Figure 3:**
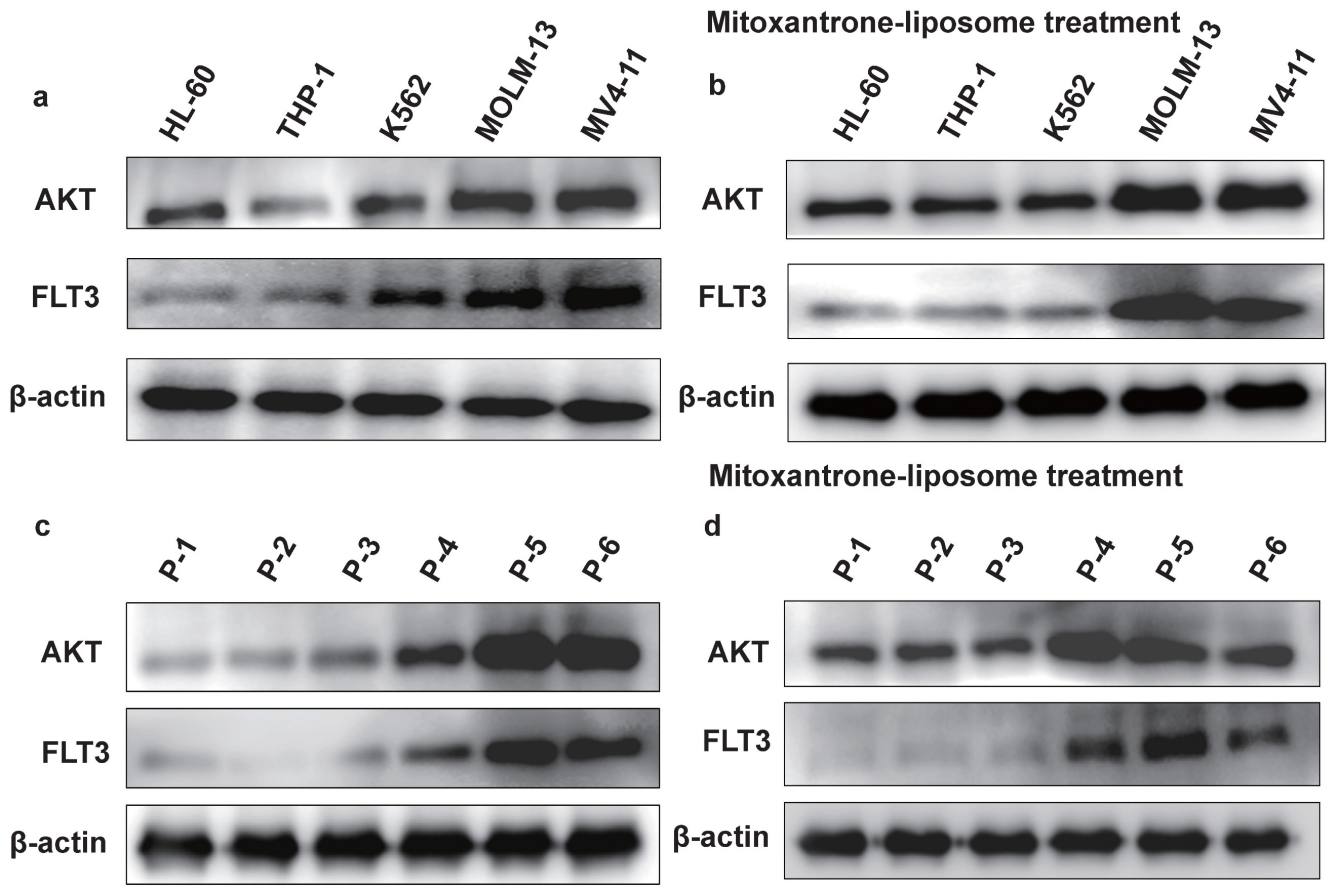
** The protein expression level of FLT3 and AKT in cell lines. a.** The protein expression level of FLT3 and AKT in HL-60, THP-1, K562, MOLM13, MV4-11 leukemia cell lines were measured by western blotting before mitoxantrone-liposome (20 nM) treatment. **b.** The protein expression level of FLT3 and AKT in HL-60, THP-1, K562, MOLM13, MV4-11 leukemia cell lines were measured by western blotting after Mitoxantrone-liposome (20 nM) treatment. **c.** The protein expression level of FLT3 and AKT in leukemia patient were measured by western blotting before Mitoxantrone-liposome (20 nM) treatment (P1-P3: AML patient, P5-P6: *FLT3-ITD* AML patient). **d.** The protein expression level of FLT3 and AKT in leukemia patient were measured by western blotting after mitoxantrone-liposome (20 nM) treatment (P1-P3: AML patient, P5-P6: *FLT3-ITD* AML patient).

**Figure 4:**
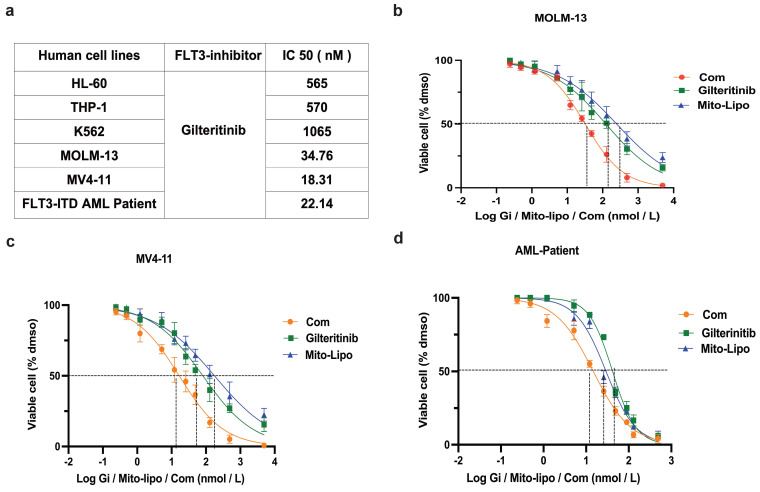
** Combination of mitoxantrone-liposomes and gilteritinib in *FLT3-ITD* AML cell lines *in vitro*. a.** Summary of FLT3 inhibitor IC_50_ concentration in HL-60, THP-1, K562, MOLM13, MV4-11 leukemia cell lines and *FLT3-ITD* AML patient cells.** b-d.** Dose-response curves from cell-viability assays after 24 hours of treatment with mitxantrone-liposome, Gilteritinib, Combination in MOLM13, MV4-11 and *FLT3-ITD* AML leukemia patients, IC_50_ values were graphically determined by Graphpad prism. (Com mitoxantrone-liposome and giltertinib; Mito-Lipo: mitoxantrone-liposome).

**Figure 5:**
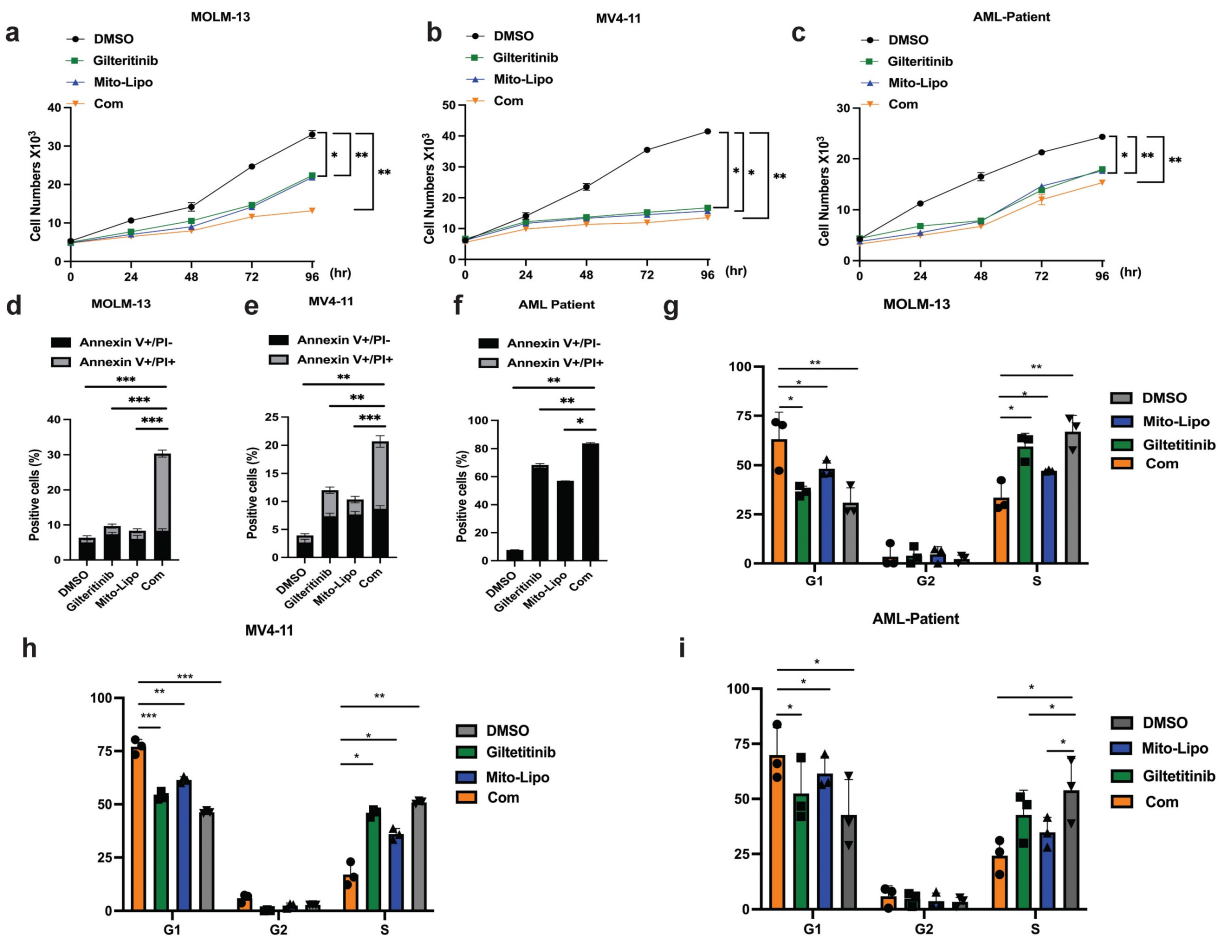
** Combination of mitoxantrone-liposomes and gilteritinib exert synergistic effect against *FLT3-ITD* AML cell lines *in vitro*. a-c.** Cell proliferation was measured at different time points (0, 24, 48, 72, 96h) in MV4-11, MOLM13 and *FLT3-ITD* AML Patient cells after treatment (mitoxantrone-liposome 20 nM and mitoxantrone treatment 20 nM). d-f. Flow cytometry (representative images are presented in supplementary) was used to confirm the apoptosis (Annexin V/PI- and Annexin V/PI+) in MOLM13, MV4-11, *FLT3-ITD* AML patient cells after 24h treatment (gilteritinib: 25 nM, mitoxantrone-liposome: 20 nM, concentrations of combination durg: gilteritinib 20 nM, mitoxantrone-liposome 20 nM). j-i. Flow cytometry (representative images are presented in supplementary) was used to analyze the cell cycle in MOLM13, MV4-11, *FLT3-ITD* AML patient cells after 24h treatment (gilteritinib: 25 nM, mitoxantrone-liposome: 20 nM, combination drug: gilteritinib 20 nM, mitoxantrone-liposome 20 nM). Error bars represent means ± SD. *, P < 0.05, **, P < 0.01, ***, P < 0.001; n.s. no significance; Student's t test or one-way ANOVA. (Com: Combination: mitoxantrone-liposome and giltertinib; Mito-Lipo: mitoxantrone-liposome).

**Figure 6:**
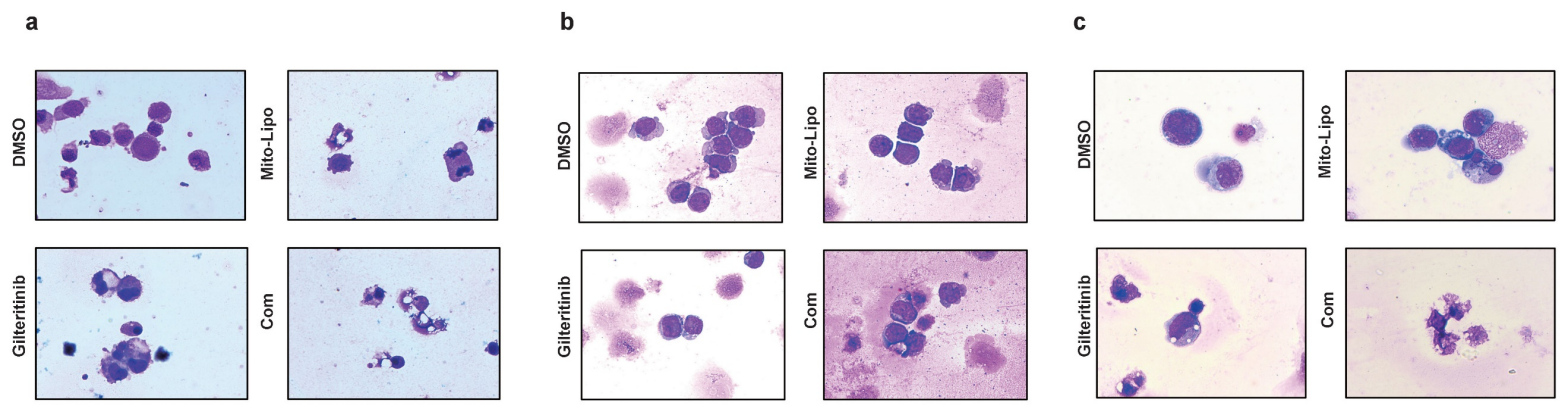
** Cell morphological changes after treatment. a-c.** Swiss staining showing MV4-11 and MOLM13 and *FLT3-ITD* AML patient cells after Mitoxantrone-limposome or Gilteritinib or Combination and DMSO. Micrographs were taken at 100X amplification, error bars reprent SD of 3 independent experiments, each performed in 3 technical replicates. (Com: Combination: mitoxantrone-liposome and giltertinib).

**Figure 7:**
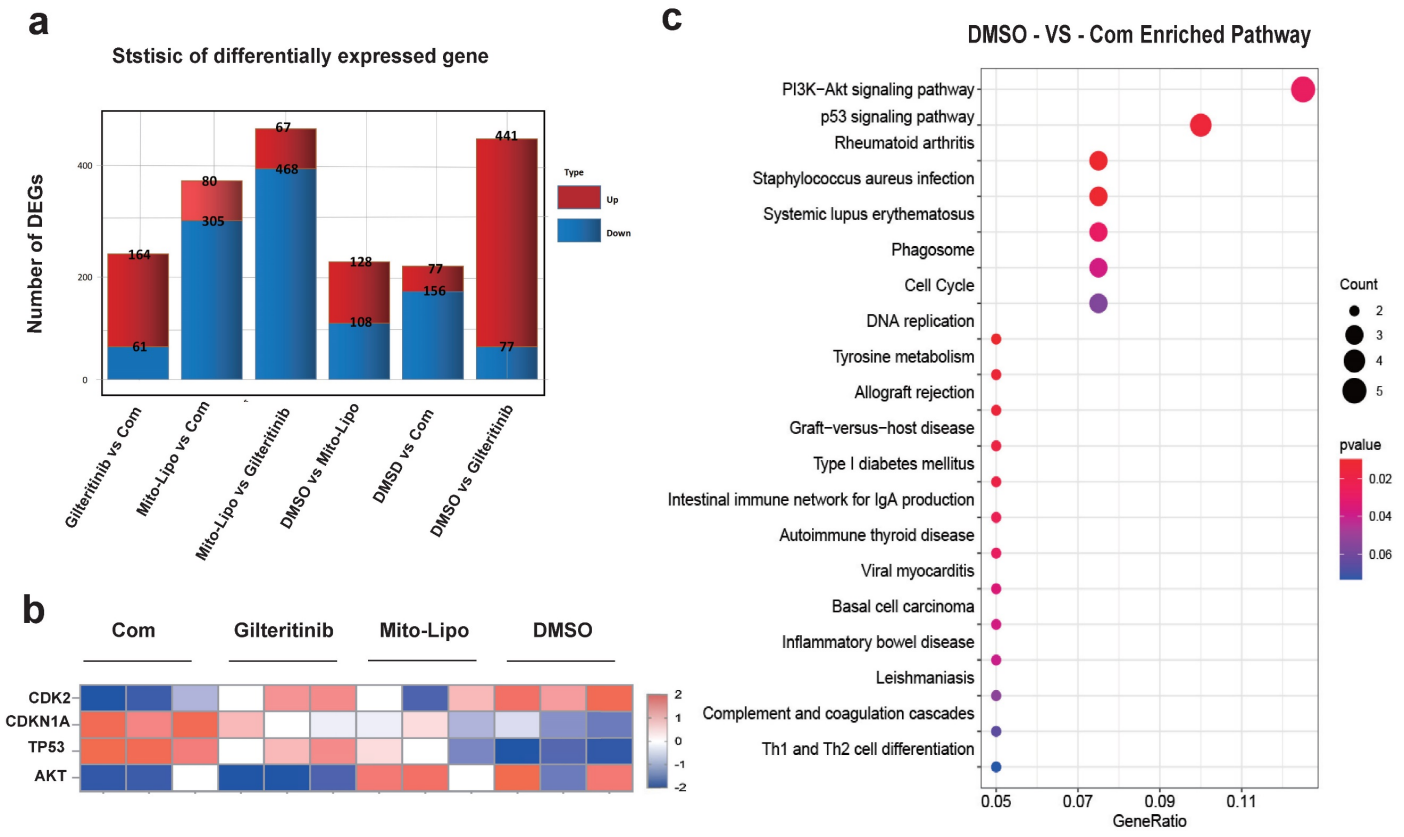
** Gene expression. a.** Differentially expressed gene, MV4-11 cells were treated with Gilteritinib, Mitoxantrone-liposome, Combonation and DMSO, Cells were collected at 24 hours for the transcriptome analysis, in each condition, the number of differentially expressed genes (averaged for four samples) with false discovery rate (FDR) values < 0.05 is shown (Gilteritinib: 25 nM, mitoxantrone-liposome: 20 nM, concentrations of combination drug: gilteritinib 20 nM, mitoxantrone-liposome 20 nM). **b.** Heat map representation of average expression of CDK2, CDKN1A, TP53, AKT for the four samples in **a** for each treatment condition. **c.** Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses revealed the potential roles of signal pathway. Error bars represent means ± SD. *, P < 0.05, **, P < 0.01, ***, P < 0.001; ns. no significance; Student's t test or one-way ANOVA. (Com: Combination: Mitoxantrone-liposome and giltertinib, Mito-Lipo: mitoxantrone-liposome).

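At an adjusted p under 0.05 from limma, 1 gene differed between Com and DMSO. This was MIR4316 (log2 fold change 1.70, adjusted p = 0.0399 from limma), a microRNA gene with an FPKM of 2.70 ± 0.802 (SD, n = 3) in Com and 0.142 ± 0.247 in DMSO, named here after its values were seen. The gene is very short (chromosome 17, 77396984 to 77397054), so these values rest on few fragments. Its FPKM was 0, 0 and 0.427 in the DMSO libraries. No gene passed that threshold in Gilteritinib against DMSO, Mito-Lipo against DMSO, Com against Mito-Lipo or Gilteritinib against Mito-Lipo. At an unadjusted p under 0.05, 310 genes differed between Com and DMSO (154 higher, 156 lower), 346 between Gilteritinib and DMSO (105 higher, 241 lower), 1467 between Mito-Lipo and DMSO (920 higher, 547 lower), 1027 between Com and Mito-Lipo (262 higher, 765 lower) and 1768 between Gilteritinib and Mito-Lipo (549 higher, 1219 lower). With the replicate number as a block, 2 genes passed the adjusted threshold in Com against Mito-Lipo (FOS and ARID3B, both lower), 5 in Gilteritinib against Mito-Lipo (GGT5, PIM2, FOS, ARID3B and SLC2A5, all lower) and none in Com against DMSO, where 808 genes had an unadjusted p under 0.05. Among settings kept at an adjusted p under 0.05, the one that moved the counts most was replicates 2 and 3 only, chosen after seeing the data. It gave 1190 genes in Mito-Lipo against DMSO, 1231 in Gilteritinib against Mito-Lipo and 9 in Com against DMSO.

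CDKN1A (chromosome 6, 36676460 to 36687339), which encodes p21, had an FPKM of 67.9 ± 39.2 (SD, n = 3) in Mito-Lipo, 51.0 ± 35.6 in Com, 28.9 ± 16.9 in DMSO and 20.5 ± 0.336 in Gilteritinib. Mito-Lipo was the highest condition at each of the 3 replicate numbers. The spread in these conditions apart from Gilteritinib came from replicate 1, at 113 in Mito-Lipo, 92.1 in Com and 48.4 in DMSO, and the last of these is no whole number of fragments at the gene length that fits the other libraries. The log2 fold change of Com against DMSO was 0.73 (standard error 0.49, adjusted p = 1 from limma). By replicate number, the FPKM was 92.1, 30.1 and 30.7 in Com and 48.4, 19.3 and 19.1 in DMSO. Without Com replicate 1 the log2 fold change was 0.21, but that fit keeps DMSO replicate 1 and so mixes in the replicate 1 shift. With the replicate number as a block the standard error was 0.281 (unadjusted p = 0.029 from limma), which did not pass the adjusted threshold. CDK2 (chromosome 12, 55966769 to 55972784) had an FPKM of 17.7 ± 1.82 (SD, n = 3) in Mito-Lipo, 19.6 ± 3.19 in Com, 20.8 ± 3.04 in DMSO and 21.2 ± 1.60 in Gilteritinib, with Mito-Lipo the lowest at each replicate number. Its log2 fold change of Com against DMSO was -0.08 (standard error 0.14, adjusted p = 1 from limma). Without Com replicate 1, with DMSO replicate 1 kept, it was 0.05. By replicate number, the FPKM of CDK2 was 16.0, 21.1 and 21.8 in Com and 17.3, 22.5 and 22.6 in DMSO. In Com against DMSO the log2 fold change was 0.31 for CCNA1, -0.09 for CCNA2, 0.02 for PIK3CA, 0.00 for PIK3CB, 0.07 for PIK3CD, 0.00 for PIK3CG and 0.03 for PIK3R1, each with an adjusted p of 1 from limma.

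**Figure D3:**
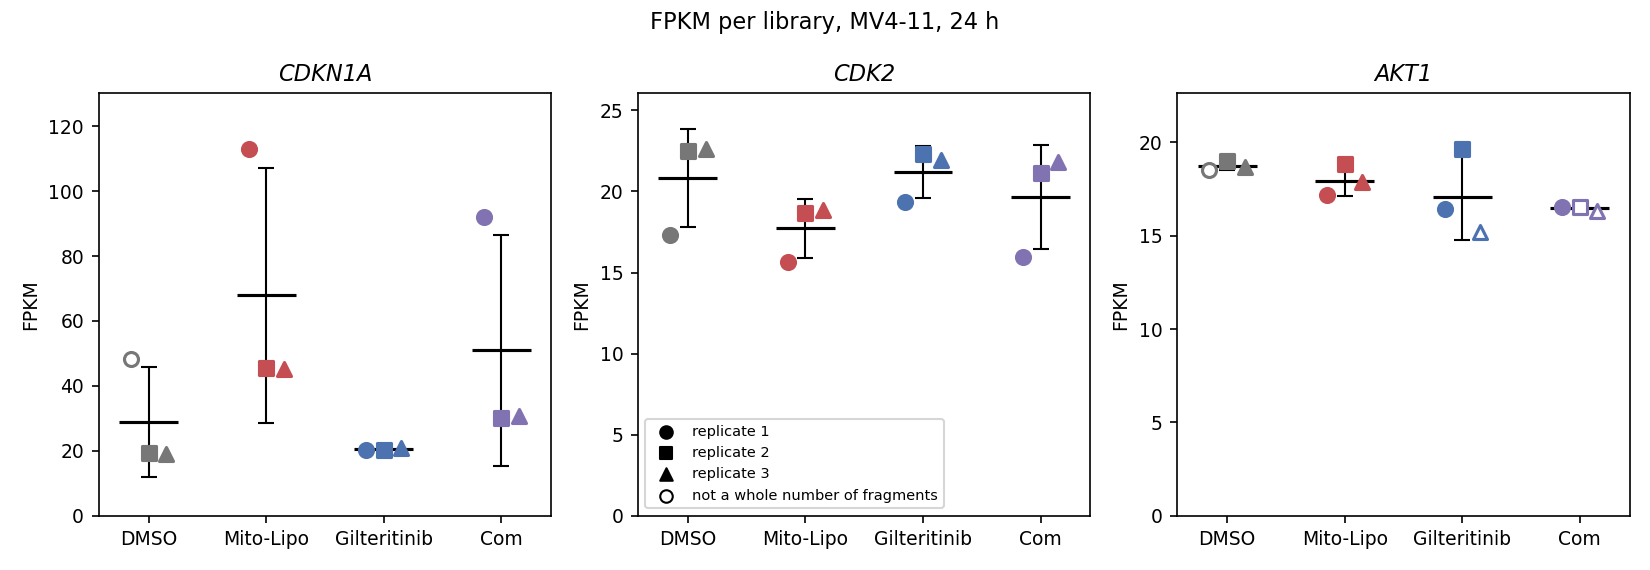
FPKM (y axis) of CDKN1A, CDK2 and AKT1 by condition (x axis), with a point per library, the mean as a line and 1 SD as the error bar, and open points for values that are no whole number of fragments. The replicate 1 libraries of Mito-Lipo, Com and DMSO stand above the others of their condition for CDKN1A.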

**Figure 8:**
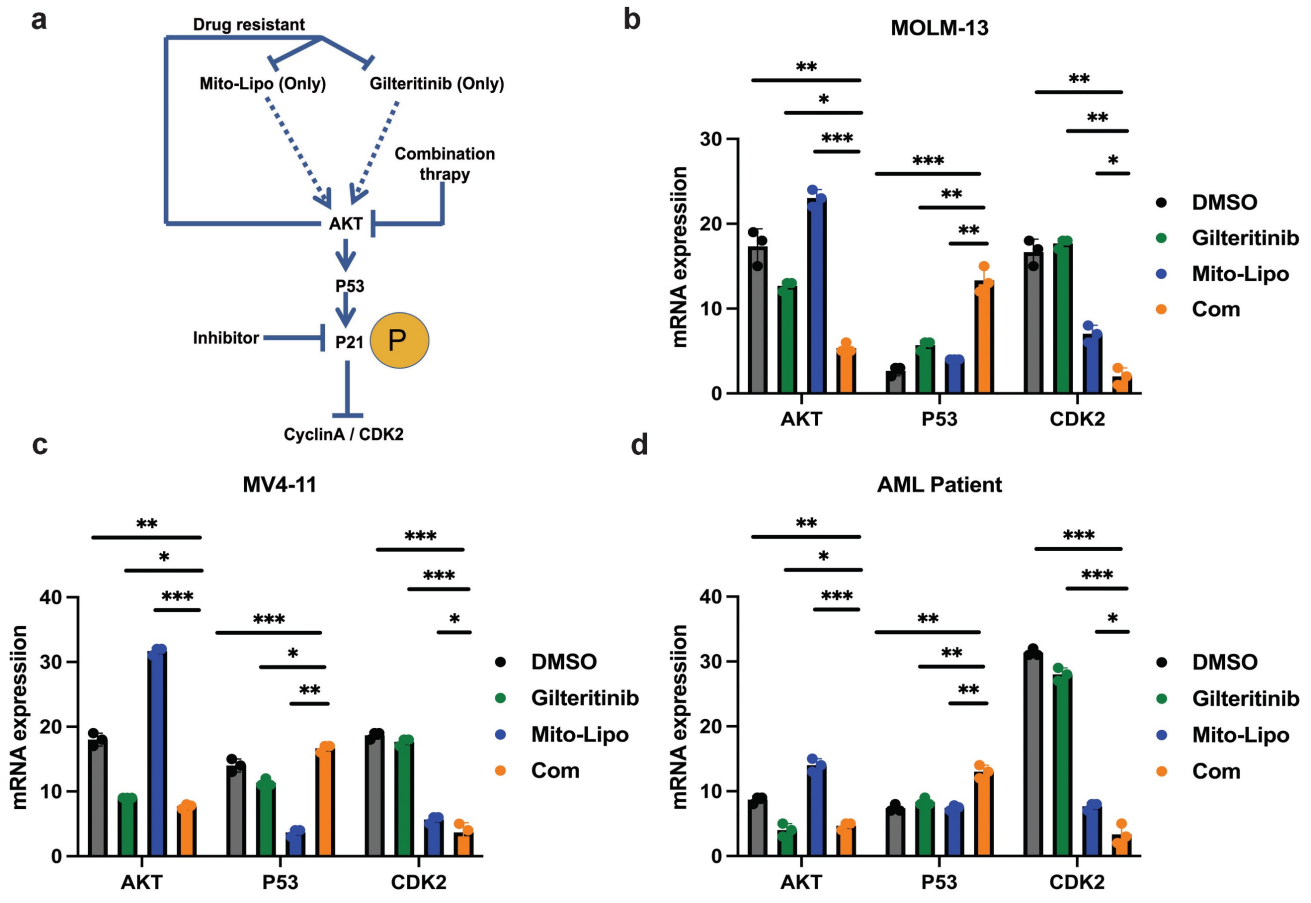
**Effects of single and combined mitoxantrone-liposome and gilteritinib on relative protein levels. a.** Diagram of the mechanism of treatment. **b-d.** The mRNA expression levels of P53, AKT and CDK2 were measured by real-time qpcr after 12 h treatment in MOLM13, MV4-11 and *FLT3-ITD* AML Patient cells. Error bars represent means ± SD. *, P < 0.05, **, P < 0.01, ***, P < 0.001; n.s. no significance; Student's t test or one-way ANOVA. (Com: Combination: mitoxantrone-liposome and giltertinib; Mito-Lipo: mitoxantrone-liposome).

**Figure 9:**
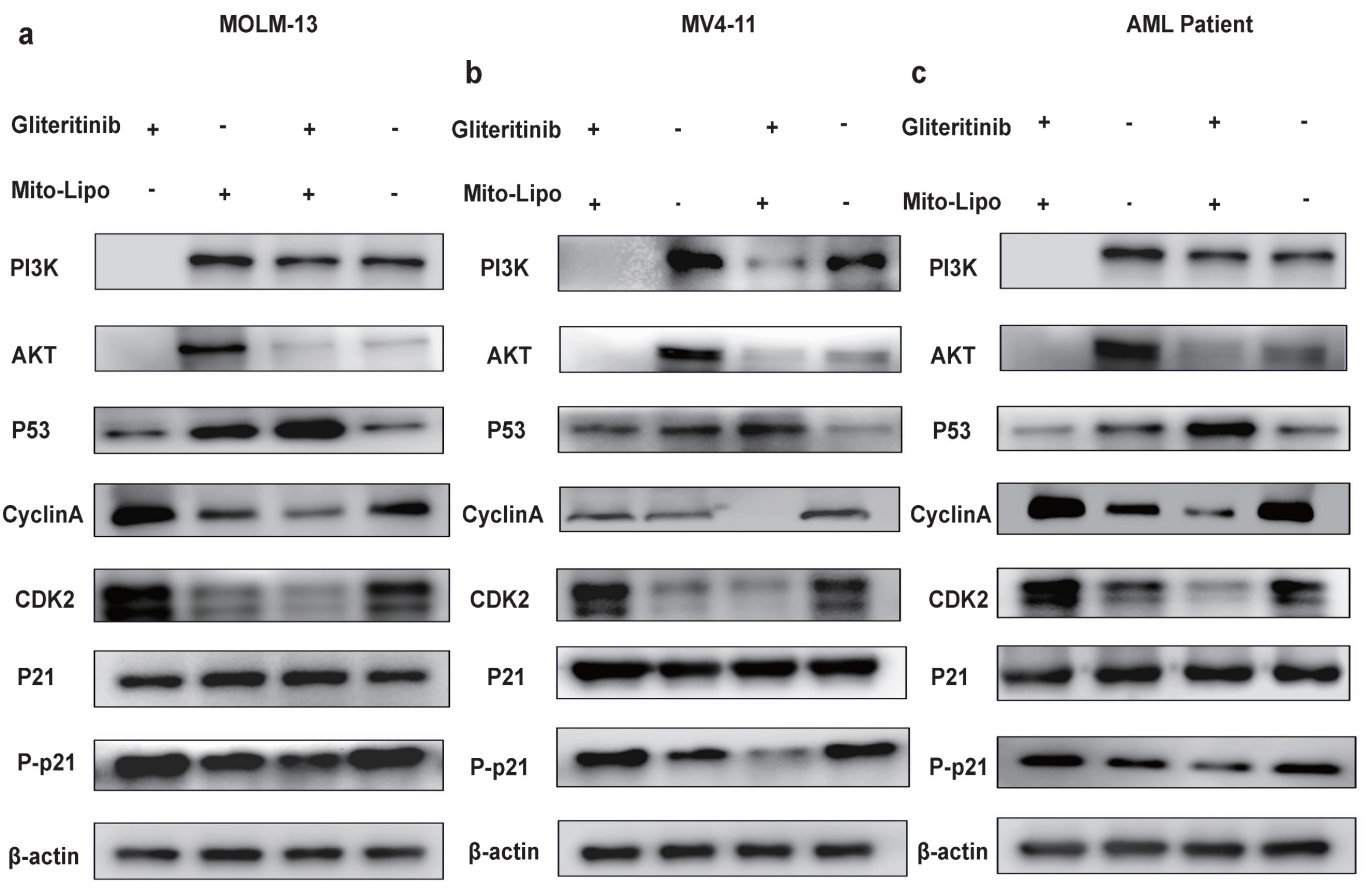
** a-c.** The protein expression levels of PI3K, AKT, P21, Phosphorylation P21, CyclinA/CDK2 were measured by western blotting after 12 h treatment in MOLM13, MV4-11 and *FLT3-ITD* AML patient cells. Error bars represent means ± SD. *, P < 0.05, **, P < 0.01, ***, P < 0.001; n.s. no significance; Student's t test or one-way ANOVA. (Mito-Lipo: mitoxantrone-liposome, AML Patient: *FLT3-ITD* AML patient).

**Figure 10:**
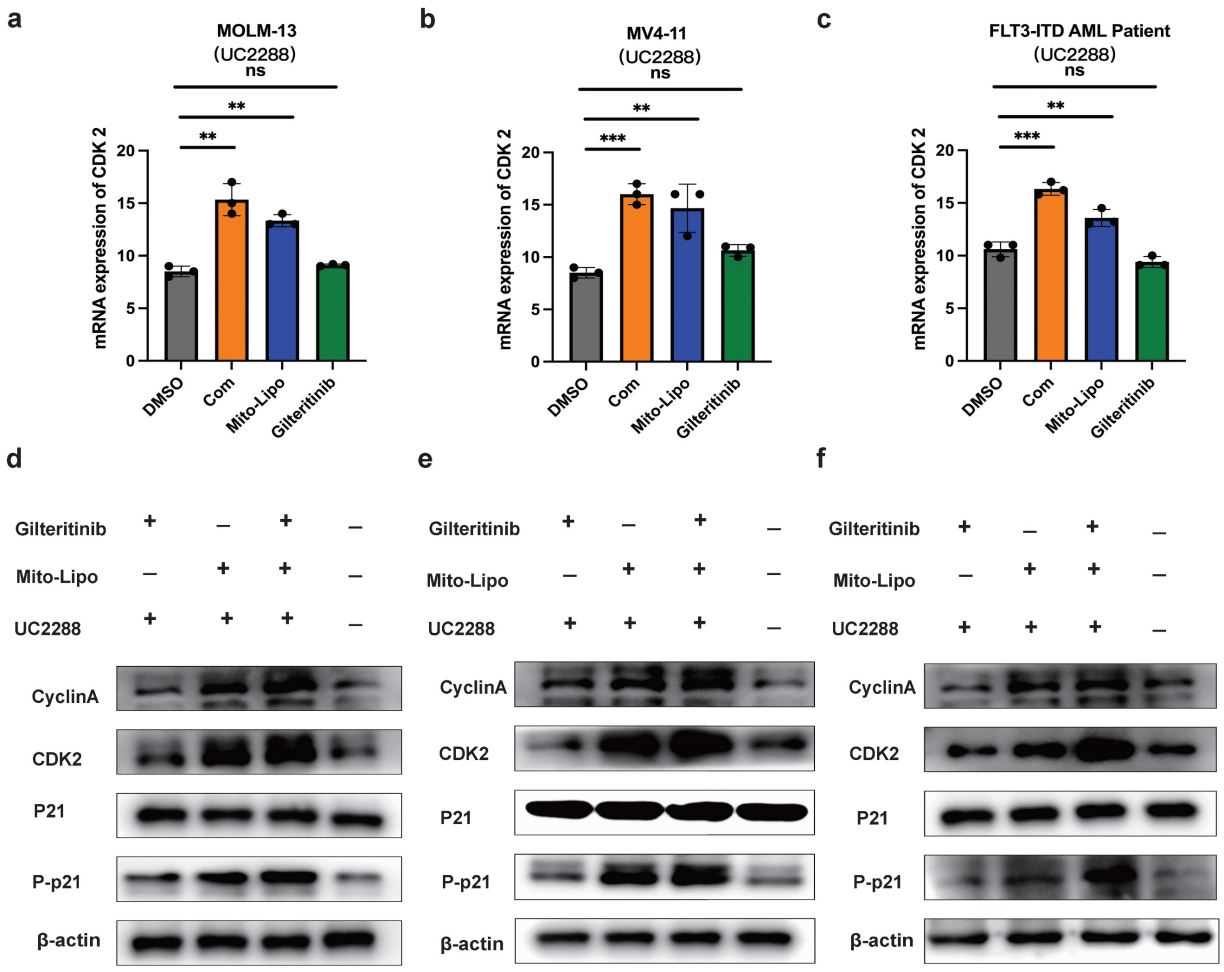
** a-c.** The mRNA expression levels of CDK2 were measured by real-time qpcr after using drug and P21 inhibitor (UC2288) after 12 h treatment in MOLM13, MV4-11 and* FLT3-ITD* AML patient. d**-f.** The protein expression level of P21, Phosphorylation P21, CyclinA/CDK2 were measured by western blotting after using drug and P21 inhibitor (UC2288) after 12 h in MOLM13, MV4-11 and *FLT3-ITD* AML patient cells. Drug concentrations: Gilteritinib 25 nM, Mitoxantrone-liposome 20 nM, Combination: gilteritinib: 20 nM, mitoxantrone-liposome: 20 nM, P21 inhibitor (UC2288): 10 nM. Error bars represent means ± SD. *, P < 0.05, **, P < 0.01, ***, P < 0.001; n.s. no significance; Student's t test or one-way ANOVA.

**Figure 11:**
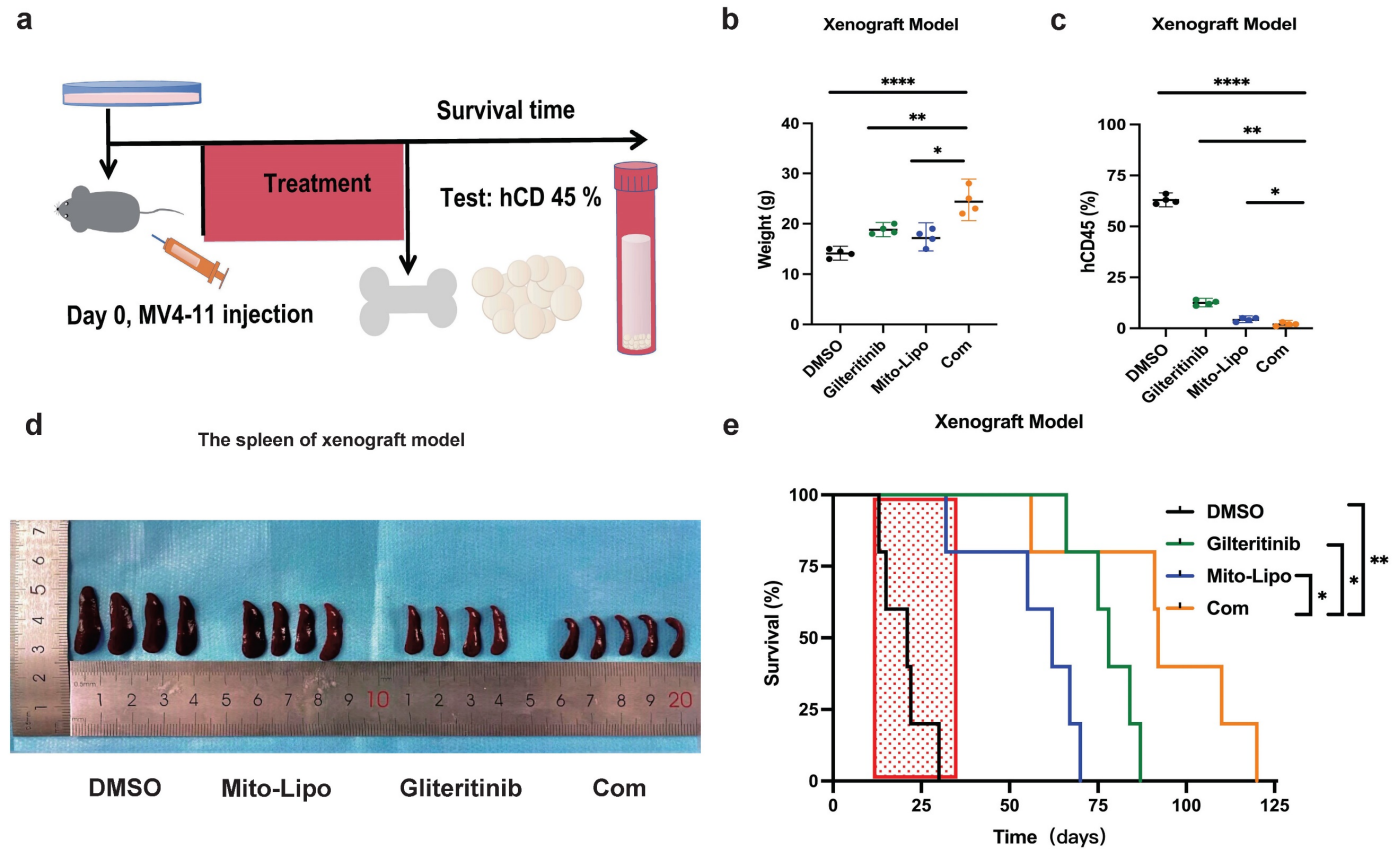
** Effects of treatment in AML xenograft model. a.** The chart of experimental therapy in AML xenograft model. **b.** The sizes of spleens were measured at the end of the study. **c.** The weight of the MV4-11 xenograft mice. **d.** Experimental set up for the treatment of MV4-11 xenograft mice (n=5), percentage of human CD45 cells in the bone marrow of MV4-11 xenograft mice after treatment. **e.** Kaplan-Meier survival analysis of MV4-11 xenograft mice treated with DMSO, Mitoxantrone-liposome (5 mg/kg, day 7 for injection), Giltetitinib (30 mg/kg, 28 consecutive days, Per os) and Combination. The log-rank (Mantel-Cox) test was used to calculate the P-values. *P < 0.05; **P < 0.01; ***P < 0.001. (Com: Combination: mitoxantrone-liposome and giltertinib; Mito-Lipo: mitoxantrone-liposome).

## Abbreviations

AML: Acute myeloid leukemia
*FLT3-ITD*: FMS-like tyrosine kinase-internal tandem duplication
R/R AML: Relapsed/refractory Acute myeloid leukemia
TKI: Tyrosine kinase inhibitor
PI3K: Phosphatidylinositol-3-kinase
STAT5: Signal transducer and activator of transcription
AKT: Protein kinase B
MAPK: Mitogen-activated protein kinase
MEK: MAPK/ERK Kinase
hCD45: Human leukocyte common antigen 45
CDK2: Cyclin-dependent kinases 2
DMSO: Dimethyl sulfoxide

How the deposited data were processed for this re-analysis (not part of the article)

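RNA of MV4-11 cells was measured by RNA-seq in 12 libraries, 3 each of Mito-Lipo, Gilteritinib, Com and DMSO, at 24 h. The authors deposited FPKM per gene with 4 decimals in 1 table, made by a sequencing company. The aligner, the counting tool, the genome build and the annotation release are not named in the paper's text. None of the table's sample columns was left out. Of its gene identifiers, 41461 had a symbol and 40169 were found in GENCODE release 29 (GRCh38), from which positions, gene types and exon lengths were taken.

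The deposited FPKM were used as they are, as log2(FPKM + 1), for the 18574 genes with an FPKM of at least 1 in at least 3 libraries, of which 10506 are protein-coding. The tests used limma 3.58.1 in R 4.3.3, fitted over all 12 libraries with 1 mean per condition, with a mean-variance trend and Benjamini-Hochberg adjustment within each comparison. The 6 comparisons between conditions and the interaction, which is Com minus Gilteritinib less Mito-Lipo minus DMSO, were tested at an adjusted p under 0.05 with no limit on the fold change. The sum behind the interaction is not of equal doses, since gilteritinib was 20 nM in Com and 25 nM alone. The paper's statistics paragraph names t-tests for comparisons of a pair of groups and a threshold on P. The Figure 7 legend names a false discovery rate for the gene counts. After its error bars it also names Student's t test or one-way ANOVA, for no stated panel. Neither text says which test gave the gene counts.

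The 8 gene lists were written from general knowledge before the data were examined, for p53 signaling (60 genes tested), p53 targets (64), the cell cycle (113), DNA replication (34), PI3K-Akt signaling (169), FLT3 signaling output (24), MHC class II (4) and the interferon response (28). They were tested with camera, two-sided, at a preset correlation of 0.01, with adjustment over 40 tests, and for the interaction over 8 tests. The genes named in the text were set by a rule written before the data were examined, which takes every gene the paper names, the 3 members of each list with the smallest adjusted p in Com against DMSO, and per comparison up to 3 genes in each direction past the threshold whose libraries do not overlap and whose higher condition has a mean FPKM of at least 5. That last part named 0 genes. MIR4316, FOS, ARID3B, GGT5, PIM2 and SLC2A5 were named after their values were seen.

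The replicate numbers group the libraries, mainly by setting replicate 1 apart. In deviations from the condition means, all 18 pairs of same-numbered libraries correlated, from 0.165 to 0.657, and the first principal component separated replicate 1 from replicates 2 and 3. Replicate 1 correlated with replicates 2 and 3 of other conditions from -0.562 to -0.205. Replicates 2 and 3 of different conditions also correlated with each other, from 0.112 to 0.434. The values thus do not show that the libraries numbered 2, or those numbered 3, are pairs. The paper's text does not say what a replicate number stands for. The fit with the replicate number as a block is an alternative, as set before the data were examined.

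Since FPKM is a number of fragments divided by gene length and depth, the depth of each library and a length of each gene were searched for that make the values whole numbers of fragments. Of the 14691 genes with an FPKM of at least 1 in all 12 libraries, 14685 had a length from 20 to 40000 nt at which all 12 values are whole. The tolerance of this search, and a step that tests whether a length is a multiple of a shorter one, were set after its output was seen, and the versions tried are given under the other observations. The depth per library was 31725018 to 41330657 fragments. The counting error of a library, its FPKM over the root of its fragments, was larger than the SD between replicates in 13 of 140 means (35 genes named, 4 conditions), among them AKT1 in Com (0.238 against 0.138) and DMSO (0.253 against 0.237) and CDKN1A in Gilteritinib (0.484 against 0.336), so those SDs are smaller than counting alone would give.

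Alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 5, median-ratio scaling, quantile normalization, no mean-variance trend, the replicate block, a limit of 1 on the log2 fold change, only the 6 libraries of the conditions compared, each library left out in turn, an estimated correlation, and fry. Alternatives chosen after seeing the data were replicate 1 against replicates 2 and 3 as a batch term, replicates 2 and 3 only, protein-coding genes only with and without the replicate block, voom on the recovered fragments with and without the replicate block, leaving out the values that are no whole number of fragments, and an unadjusted p under 0.05 for the gene counts.

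The limma and camera steps were tested on simulated data for the 18574 genes with 200 changed genes per run and 5 runs. With a simulated shift between replicate numbers, 78.4% of changed genes were recovered without the block and 89.6% with it, with 1.4 and 8.4 false calls per run; without the shift, 93.1% and 91.3% were recovered, with 11.6 and 11.2 false calls. The whole-fragment search was tested on simulated values with the depth known exactly. It found all 557 unchanged genes whole and all 40 genes with changed values, with 94 of the 96 changed values marked and 0 unchanged ones. Tools besides limma were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. GO terms and the KEGG gene sets of Fig. 7c and Fig. S8 were not analysed here.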

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

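Of the 8 lists tested for an interaction, 3 had an adjusted p under 0.05 from camera, a difference between the effect of Mito-Lipo with gilteritinib and its effect without. The cell cycle list had a median log2 interaction of 0.07 (83 of 113 genes above 0, adjusted p = 6.92e-06), the DNA replication list 0.14 (29 of 34 genes above 0, adjusted p = 1.48e-07) and the FLT3 signaling output list -0.16 (20 of 24 genes below 0, adjusted p = 0.0478). The first pair fell less with Mito-Lipo when gilteritinib was present, and the FLT3 signaling output list rose less. The tests on replicates 2 and 3 and on rearranged residuals were chosen only after the result was seen.

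The tables argue against gene length and expression level as the whole cause, since 0.01% of 10000 random lists matched on both had as extreme a median as the cell cycle list, and 0% as the DNA replication and FLT3 signaling output lists. They also argue against replicate 1 alone as the cause for the cell cycle and DNA replication lists, whose larger adjusted p with replicates 2 and 3 only was 3.32e-09 from camera. A chance arrangement of the libraries stays open. With the effects of each drug alone and of the replicate number kept and the residuals rearranged within replicate numbers, 9 of 100 arrangements (the real one counted) gave as large a median interaction of the cell cycle list relative to all genes, 6 of the DNA replication list and 6 of the FLT3 signaling output list, and 22 gave as many single genes at an unadjusted p under 0.05 as the 541 of the real one. With residuals rearranged over all 12 libraries, 19, 28, 55 and 44 did. A regrouping of the 12 libraries under all 4 conditions gave as large a result in 54, 48 and 71 of 100 groupings for the lists and in 54 for single genes, or in 39, 35, 30 and 20 within replicate numbers, but it also turns the effect of Mito-Lipo alone into an interaction and so decides nothing here. None of the 3 lists passed the threshold with an estimated correlation or fry, both run without the replicate block. Without Mito-Lipo replicate 3 the FLT3 signaling output list had an adjusted p of 0.871, and without Com replicate 1 its median was 0.04. Those fits are unbalanced, and this list was lower in replicate 1. By replicate number its median interaction was -0.15, -0.37 and -0.22. With the replicate number as a block its adjusted p was 1.76e-06 from camera. A biological difference, a drug interaction at these doses, stays open too, and the doses of gilteritinib with and without Mito-Lipo were not equal.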

How the results depend on the processing

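The added settings (a batch term for replicate 1, replicates 2 and 3 only, protein-coding genes, voom, the values that are no whole number of fragments left out) were chosen after seeing the data. Gene counts are at an adjusted p under 0.05 from limma, and list values are adjusted p from camera unless fry is named. Where no cause is given, the cause was not tested.

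The count of 1 gene for Com against DMSO fell to 0 with a pseudocount of 0.1 (326 genes at an unadjusted p under 0.05), a mean FPKM of at least 5 (129), only the 6 libraries compared (336), the replicate block (808), protein-coding genes only (147) or with the replicate block (492), and voom without (176) and with (598) the replicate block; the protein-coding setting leaves MIR4316 out by construction. It stayed at 1 with median-ratio scaling, quantile normalization and no trend. Without the filter on low values the counts were 1 for Com against DMSO (another gene, ENSG00000259064), 2 for Gilteritinib against DMSO, 3 for Mito-Lipo against DMSO, 1 for Com against Gilteritinib, 3 for Com against Mito-Lipo, 3 for Gilteritinib against Mito-Lipo and 3 for the interaction; these genes, ENSG00000259064, RNU7-125P, SUB1P2, DNM1P38 and NAMA, changed by a log2 of 0.504 or less. The replicate block gave 2 genes for Com against Mito-Lipo and 5 for Gilteritinib against Mito-Lipo, and 0 elsewhere (921 at an unadjusted p under 0.05 for Gilteritinib against DMSO, 2954 for Mito-Lipo against DMSO, 815 for Com against Gilteritinib, 1375 for the interaction). The other planned settings, apart from leaving out libraries, left each count of 0 at 0. An unadjusted p under 0.05, chosen after seeing the data, gave 310 genes for Com against DMSO, 346 for Gilteritinib against DMSO, 1467 for Mito-Lipo against DMSO, 303 for Com against Gilteritinib, 1027 for Com against Mito-Lipo and 1768 for Gilteritinib against Mito-Lipo.

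A batch term for replicate 1 gave 34 genes for Mito-Lipo against DMSO (29 higher), 11 for Com against Mito-Lipo (0 higher) and 252 for Gilteritinib against Mito-Lipo (73 higher). Replicates 2 and 3 only gave 9 for Com against DMSO, 114 for Gilteritinib against DMSO, 1190 for Mito-Lipo against DMSO, 14 for Com against Gilteritinib, 1139 for Com against Mito-Lipo, 1231 for Gilteritinib against Mito-Lipo and 552 for the interaction. Protein-coding genes with the replicate block gave 279, 94 and 670 for Mito-Lipo against DMSO, Com against Mito-Lipo and Gilteritinib against Mito-Lipo, and voom with the replicate block gave 264, 123 and 681. With each library left out in turn, the counts ran from 0 to 1 for Com against DMSO, Gilteritinib against DMSO (1 without Gilteritinib replicate 2) and the interaction, 0 to 36 for Mito-Lipo against DMSO, 0 to 20 for Com against Mito-Lipo and 0 to 41 for Gilteritinib against Mito-Lipo, the highest each time without Mito-Lipo replicate 1. No median of all genes moved by over 0.1 under another scaling. The share of higher genes at an unadjusted p under 0.05 rose from 25.5% to 53.3% in Com against Mito-Lipo and from 31.1% to 56.8% in Gilteritinib against Mito-Lipo with quantile normalization (40% and 51% with median-ratio scaling), fell from 62.7% to 48.3% in Mito-Lipo against DMSO, and rose from 30.3% to 49.6% in Gilteritinib against DMSO, so the excess of a direction there depends on the scaling.

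Of the 40 list tests, 2 passed with an estimated correlation and 3 with fry, and of the 8 interaction tests 0 passed under either. Both were run without the replicate block only, so the replicate 1 shift stayed in the residuals they use. The interaction count was 5 with protein-coding genes, without and with the replicate block, 6 with replicates 2 and 3 only, and 2 to 6 with each library left out. The p53 signaling pathway list, Com vs DMSO, had 0.226 with an estimated correlation and 0.478 with fry, the p53 target genes list, Com vs DMSO, 0.28 and 0.506, and the PI3K-Akt signaling pathway list, Com vs DMSO, 0.325 and 0.545. The last also had 0.294 without the filter and 0.999 with replicates 2 and 3 only, and 0.000314 to 0.477 with each library left out, reversed at the last without DMSO replicate 1. The DNA replication list, Com vs DMSO, had 0.00945 with the replicate block, 0.00562 with the batch term, 0.0479 with protein-coding genes, 0.0139 with these and the replicate block, 0.0119 with voom and the replicate block, and 5.71e-05 to 0.604 with each library left out, and it reversed past the threshold without Com replicate 1 (0.0233). The cell cycle list, Com vs DMSO, had 0.0317 with voom and the replicate block, reversed with 0.493 for replicates 2 and 3 only, and ran from 0.0015 to 0.542 with each library left out, reversed without Com replicate 1 (0.0901). The p53 signaling list and the p53 target list in Com against DMSO kept their direction and stayed past the threshold with every library left out (adjusted p up to 0.0481 and 0.0017). The replicate block also moved past the threshold the p53 signaling (0.0308) and PI3K-Akt (0.0454) lists in Com against Gilteritinib, the MHC class II list in Com against Mito-Lipo (0.00938) and for the interaction (0.00403), and in Gilteritinib against DMSO the cell cycle (0.0449) and DNA replication (0.0487) lists; it changed no other list call.

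Under settings other than leaving out a single library, directions also reversed as follows, all at an adjusted p over 0.05. The p53 target genes list, Com vs Mito-Lipo, at 0.998 with a median near 0, reversed with a pseudocount of 0.1 (0.965), no trend (0.965), median-ratio scaling (0.986), no filter (0.941), the replicate block (0.629), the batch term (0.658), replicates 2 and 3 only (0.238), voom with the replicate block (0.77) and the whole-fragment values alone (0.947). The p53 signaling pathway list, Mito-Lipo vs DMSO, reversed with fry (0.833), quantile normalization (0.706), the batch term (0.992), protein-coding genes without (0.658) and with (0.498) the replicate block, and voom with it (0.882). The PI3K-Akt signaling pathway list, Com vs Mito-Lipo, reversed with fry (0.815), no filter (0.903), protein-coding genes without (0.768) and with (0.691) the replicate block and replicates 2 and 3 only (0.999), and the PI3K-Akt signaling pathway list, Gilteritinib vs DMSO, with fry (0.754), no filter (0.938), quantile normalization (0.993) and replicates 2 and 3 only (0.235). The MHC class II list, Com vs DMSO, reversed with replicates 2 and 3 only (0.793).

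With each library left out, the other lists given one by one that reversed at least once, apart from the PI3K-Akt, cell cycle and DNA replication lists in Com against DMSO above, ran over these adjusted p: in Com against DMSO FLT3 signaling output 9.28e-06 to 0.149 and MHC class II 0.063 to 0.754; in Gilteritinib against DMSO PI3K-Akt 0.0197 to 0.659 and FLT3 signaling output 6.79e-06 to 0.2; in Mito-Lipo against DMSO p53 signaling 0.437 to 0.985, PI3K-Akt 0.0782 to 0.716 and FLT3 signaling output 6.44e-07 to 0.716; in Com against Gilteritinib DNA replication 4.95e-08 to 0.552; in Com against Mito-Lipo p53 targets 0.00357 to 0.656 and PI3K-Akt 0.0768 to 0.877; and for the interaction FLT3 signaling output 1.07e-05 to 0.871. The reversed direction passed the threshold for FLT3 signaling output without Com replicate 1 in Com against DMSO (0.00524) and without Gilteritinib replicate 1 in Gilteritinib against DMSO (0.0089), for PI3K-Akt without DMSO replicate 1 in Gilteritinib against DMSO (0.0197), and for p53 targets without Mito-Lipo replicate 1 in Com against Mito-Lipo (0.00357). In these fits, and in those above without Com or DMSO replicate 1, the other condition kept its replicate 1 library. The replicate 1 shift then entered the comparison, so such a reversal does not tell whether the change rests on 1 library. Of the 18 list tests not given one by one, the planned settings left 215 values on their side and direction, 21 weaker, 32 stronger and 27 reversed, and the added settings 93, 2, 22 and 9.

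Among genes in Com against DMSO (log2 fold changes), PIK3CG reversed to 0.01 with median-ratio scaling and with quantile normalization. Replicates 2 and 3 only reversed CCNA2 (0.05), CIITA (-0.09), FLT3 (-0.08), HLA-DQB1 (-0.05), PIK3CA (-0.02), PIK3CB (-0.08) and PIK3CD (-0.01), and in Gilteritinib against DMSO CDK2 (-0.03) and CDKN1A (0.10). CDKN1A in Gilteritinib against DMSO, -0.34, was 0.09 without its DMSO replicate 1 value, which is no whole number of fragments. With each library left out, the range was -0.56 to 0.09 for CDKN1A in Gilteritinib against DMSO, -0.20 to 0.05 for CDK2 in Com against DMSO, -0.09 to 0.09 in Gilteritinib against DMSO and -0.19 to 0.02 in Com against Gilteritinib, -0.12 to 0.06 for AKT1 in Com against Gilteritinib, and in Com against DMSO -0.02 to 0.03 for AKT2, -0.17 to 0.00 for CCNA2, -0.05 to 0.10 for FLT3, -0.05 to 0.08 for PIK3CA, -0.08 to 0.06 for PIK3CB, -0.07 to 0.15 for PIK3CD, -0.06 to 0.05 for PIK3CG, -0.06 to 0.25 for HLA-DQB1, -0.14 to 0.30 for CD74 and -0.05 to 0.09 for CIITA.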

Differences from the paper's values

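The paper's gene counts are totals of the bars of Fig. 7a, read by eye. The paper's count for Com against DMSO is about 230 in Fig. 7a, against 1 here; for Gilteritinib against DMSO about 520, against 0; for Mito-Lipo against DMSO about 240, against 0; for Com against Gilteritinib about 230, against 0; for Com against Mito-Lipo about 390, against 0; and for Gilteritinib against Mito-Lipo about 540, against 0. At an unadjusted p under 0.05 the genes here numbered 310, 346, 1467, 303, 1027 and 1768 in that order. None of the alternatives set before the data were examined closed any of the 6 gaps. Of the alternatives chosen after seeing the values, an unadjusted p under 0.05 gave 310 genes for Com against DMSO and 303 for Com against Gilteritinib, within 1.5 times of the paper's. Protein-coding genes only with the replicate block, chosen after seeing the values, gave 279 for Mito-Lipo against DMSO and 670 for Gilteritinib against Mito-Lipo, and voom on recovered fragments with the replicate block, also chosen after seeing the values, gave 264 and 681. At an adjusted p under 0.05, no setting that was run came within 1.5 times of the paper's count for the other 4 comparisons. An unadjusted p under 0.05 together with another setting, a pair chosen after seeing the values, also came within 1.5 times of the paper's. For Com against DMSO this gave 326 genes with a pseudocount of 0.1, 332 with no trend, 336 with only the 6 libraries compared, 176 with voom, 311 without the values that are no whole number of fragments, and 326 and 254 without Com replicate 3 and DMSO replicate 3. For Com against Gilteritinib it gave 325 with a pseudocount of 0.1, 326 with no trend, 187 with voom, 304 without the values that are no whole number of fragments, 291 and 248 without Gilteritinib replicates 2 and 3, and 303 and 326 without Com replicates 1 and 3. For Gilteritinib against DMSO it gave 354 with a pseudocount of 0.1, 365 with median-ratio scaling, 389 with quantile normalization, 367 with no trend, 468 with only the 6 libraries compared, 347 without the values that are no whole number of fragments, 552 with protein-coding genes and the replicate block, 724 with voom and the replicate block, and 669 and 590 without Gilteritinib replicate 1 and DMSO replicate 1. For Com against Mito-Lipo it gave 513 with a mean FPKM of at least 5, and 444 and 548 without Mito-Lipo replicate 2 and Com replicate 3.

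The legend of Fig. 7 gives another number of samples behind each condition's average than the 3 libraries per condition of the table. The heat map of Fig. 7b shows CDKN1A highest in Com, whereas its FPKM was highest in Mito-Lipo (67.9 against 51.0 in Com), also at each replicate number. It shows CDK2 lowest in Com, whereas its FPKM was lowest in Mito-Lipo (17.7 against 19.6 in Com), also at each replicate number.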

Other observations

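Some tests here were chosen only after the result was seen: those on library depth, on drug exposure, on the rounding of values and on fragments shared between genes.

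The replicate 1 library of every condition lay apart from replicates 2 and 3, with 7355 genes at an adjusted p under 0.05 from limma. Of the 81 ways to take 1 library of each condition, 1 gave as many, the choice of the replicate 1 libraries. The tables argue against library depth, since 2 of the 4 replicate 1 libraries lie within the depth range of the others, against short non-coding genes, since the lowest same-numbered correlation was 0.35 among protein-coding genes, and against gene length as the whole cause (Spearman rho across genes -0.15; genes are not independent replicates). The FLT3 signaling output list was lower in replicate 1 by a median log2 change of -0.64. A day of culture, a cell passage or a preparation batch stays open, and none of these was tested because the labels name none.

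The p53 target genes rose more with Mito-Lipo and Com at replicate number 1. A candidate explanation is that drug exposure differed between replicates, since the excess of replicate 1 over replicates 2 and 3 was 0.08 in DMSO, which got no drug, against 0.47 in Mito-Lipo and 0.43 in Com. The limit for this test was moved from 0.1 to 0.2 after the value was seen, and 0.08 lies under both. It remains a hypothesis.

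Splits of the 6 libraries in each comparison, with the real one counted, gave as many genes at an unadjusted p under 0.05 as the real one in 7 of 10 splits for Com against DMSO, 7 for Gilteritinib against DMSO, 3 for Mito-Lipo against DMSO, 7 for Com against Gilteritinib, 5 for Com against Mito-Lipo and 2 for Gilteritinib against Mito-Lipo. With 10 splits the share cannot go under 10%, so it cannot be told apart from chance at 5%. Of the 4 splits that part all same-numbered pairs, 3, 3, 1, 2, 1 and 1 gave as many. A split with both replicate 1 libraries on the same side gave up to 1570 genes in Com against DMSO and 3003 in Mito-Lipo against DMSO. For the median change of a list relative to all genes, 1 of 10 splits was as large for the p53 targets in Com against DMSO, 2 in Mito-Lipo against DMSO, 1 for DNA replication in Mito-Lipo against DMSO and 3 in Com against Mito-Lipo.

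AKT1 and CDKN1A hold 5 values that are no whole number of fragments at a gene length that makes their other 19 values whole. At a length of 8396 nt, AKT1 came to 4830.734 fragments in Gilteritinib replicate 3, 4738.2 in Com replicate 2, 4743.233 in Com replicate 3 and 5602.809 in DMSO replicate 1. At 2267 nt, CDKN1A came to 3954.193 in DMSO replicate 1. CDK2 is whole in all 12 libraries. For rounding, genes of similar length and level (279 for CDKN1A, 98 for AKT1) were compared, and 0 hold such a value. Genes with only part of their values whole were left out beforehand, so that count of 0 cannot decide. The deposited values are rounded for every gene, yet 14685 of the 14691 genes searched had all 12 values whole, which argues against rounding alone. The tables argue against fragments split with another gene, since 19 of the 24 values are whole. What made these values was not tested further, and no biological explanation was tested. The search found no length for TTN, KCNQ1OT1 and HELLPAR, whose exons cover 91667 nt or more, beyond the longest length tried.

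The tolerance of the search was set after its output was seen, and 3 versions were run. With a slack of 0.02 fragments, a depth error of 1e-06 and no step for multiples of a length, 9 genes including AKT1 had no length, and CDKN1A was whole in all 12 libraries at a multiple of its length. The step for multiples was added because of CDKN1A and applied to every gene. With it, the same slack and a depth error of 1e-07, CDKN1A and EEF1A1 were partly whole, and AKT1, TTN, KCNQ1OT1 and HELLPAR had no length. The version used has a slack of 0.003 and a depth error of 3e-07. AKT1 had no length that makes all its values whole under any of the 3 versions, CDKN1A under neither of the last pair.

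Of the 3 members of each list with the smallest adjusted p in Com against DMSO, none passed the threshold over all genes tested from limma, each with an adjusted p of 1. Their log2 fold changes included 0.31 for CD82, 0.38 for TNFRSF10B, 0.35 for PLK3, 0.61 for BTG2, 0.56 for PLK2, -0.16 for SMC3, -0.12 for MCM6, -0.07 for RFC1, 0.23 for POLD4, 0.21 for RXRA, -0.35 for GNG3, -0.18 for PIM3, -0.25 for ETV4, -0.13 for SOCS2, 0.12 for HLA-DQB1, 0.13 for CD74, 0.03 for CIITA, 0.39 for IFI35, 0.26 for HERC6 and 0.23 for MX2. These are single values with no explanation tested.

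Interferon response and MHC class II genes, lists the paper's text does not name, were tested too. In Com against DMSO the interferon response list rose by a median log2 fold change of 0.13 (23 of 28 genes higher, adjusted p = 7.55e-06 from camera, 0.226 with an estimated correlation), and the MHC class II list by 0.09 (4 of 4 genes higher, adjusted p = 0.422). By replicate number the interferon medians were 0.27, 0.03 and 0.04. In Mito-Lipo against DMSO the FLT3 signaling output list rose by 0.26 (21 of 24 genes higher, adjusted p = 0.0166 from camera), and in Com it lay below Mito-Lipo by a median of -0.26 (23 of 24 genes lower, adjusted p = 0.00222). Without Mito-Lipo replicate 3 the first had an adjusted p of 0.716 and the second 0.645. Those fits are unbalanced, and this list was lower in replicate 1. By replicate number the first was 0.25, 0.35 and 0.28, and the second -0.23, -0.32 and -0.33. With the replicate number as a block their adjusted p were 1.25e-06 and 8.85e-09 from camera. The p53 signaling list rose in Gilteritinib against DMSO (median 0.01, adjusted p = 0.0424 from camera), the MHC class II list in Mito-Lipo against DMSO (0.35, adjusted p = 0.0366), and the interferon response list in Mito-Lipo against DMSO (0.22, adjusted p = 1.29e-05) and in Com against Gilteritinib (0.10, adjusted p = 0.000206). None of these held with an estimated correlation or with fry, both run without the replicate block.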
